# A High Docosahexaenoic Acid Diet Alters the Lung Inflammatory Response to Acute Dust Exposure

**DOI:** 10.3390/nu12082334

**Published:** 2020-08-04

**Authors:** Edward C. Dominguez, Art J. Heires, Jacqueline Pavlik, Tricia D. Larsen, Stephanie Guardado, Joseph H. Sisson, Michelle L. Baack, Debra J. Romberger, Tara M. Nordgren

**Keywords:** omega-3 fatty acids, docosahexaenoic acid (DHA), organic dust, lung inflammation, specialized pro-resolving mediators (SPM)

## Abstract

Agricultural workers are at risk for the development of acute and chronic lung diseases due to their exposure to organic agricultural dusts. A diet intervention using the omega-3 fatty acid docosahexaenoic acid (DHA) has been shown to be an effective therapeutic approach for alleviating a dust-induced inflammatory response. We thus hypothesized a high-DHA diet would alter the dust-induced inflammatory response through the increased production of specialized pro-resolving mediators (SPMs). Mice were pre-treated with a DHA-rich diet 4 weeks before being intranasally challenged with a single dose of an extract made from dust collected from a concentrated swine feeding operation (HDE). This omega-3-fatty-acid-rich diet led to reduced arachidonic acid levels in the blood, enhanced macrophage recruitment, and increased the production of the DHA-derived SPM Resolvin D1 (RvD1) in the lung following HDE exposure. An assessment of transcript-level changes in the immune response demonstrated significant differences in immune pathway activation and alterations of numerous macrophage-associated genes among HDE-challenged mice fed a high DHA diet. Our data indicate that consuming a DHA-rich diet leads to the enhanced production of SPMs during an acute inflammatory challenge to dust, supporting a role for dietary DHA supplementation as a potential therapeutic strategy for reducing dust-induced lung inflammation.

## 1. Introduction

Exposure to agricultural organic dusts can lead to the development of acute and chronic lung diseases including asthma, bronchitis, and chronic obstructive pulmonary disease (COPD) in exposed individuals [1,2,3,4]. Agricultural workers regularly exposed to these environmental pollutants are at increased risk of developing respiratory diseases [5,6,7,8]. Organic dusts from animal confinement facilities have previously been reported to contain a large variety of bacterial components, proteases, and particulates that induce a pro-inflammatory response following exposure [9,10,11]. Specifically, acute dust exposure from swine confinement facilities has been shown to stimulate the release of pro-inflammatory cytokines such as TNF-α and IL-6 [11,12]. There are several well-established preventative approaches to help minimize the exposure risk for these individuals, including the use of respirators or ventilator masks. Unfortunately, compliance with the prescribed use of personal protective equipment is not routinely followed by the farming community [13,14].

A multitude of proteins, mediators, and biological processes aid in the resolution of the inflammatory process, including the metabolism of omega-3 polyunsaturated fatty acids (omega-3 PUFAs) into specialized pro-resolving mediators (SPMs) [15,16]. Research has shown that a traditional Western diet is comprised of about 15:1 omega-6 to omega-3 fatty acids as opposed to the ideal 1:1 ratio [17]. Both omega-3 and omega-6 PUFAs are metabolized by the same enzymes to form bioactive lipids that are primarily SPMs or pro-inflammatory lipid mediators, respectively [18,19,20,21,22]. The omega-3 PUFA docosahexaenoic acid (DHA) is metabolized by lipoxygenase, cyclooxygenase, and epoxygenase enzymes into various SPMs, such as resolvins and maresins, which reduce inflammation in the lung [19,23,24,25,26]. During the inflammatory process, these SPMs function as anti-inflammatory and pro-resolving mediators by regulating various processes including neutrophil and macrophage influx into the lung, and promoting tissue repair and immunity [27,28]. Our previous investigations have examined the effectiveness of short-term 7-day DHA supplementation in altering the lung inflammatory response to organic dust exposure, where we identified DHA-mediated reductions in the lung inflammatory response and specific alterations to the airway epithelium following acute exposure to extracts of organic agricultural dusts collected from hog confinement facilities (HDE) [29]. No significant alterations in the DHA-derived SPM resolvin D1 (RvD1) were found upon the lavage of DHA-supplemented mice. To build on this study, we sought to test whether increasing the duration of dietary DHA treatment would lead to alterations in endogenous SPM production during an acute inflammatory challenge with environmental dust. Specifically, we tested whether a 4-week DHA-supplemented diet regimen prior to exposing mice to agricultural dust collected from a hog confinement facility would promote the enhanced production of SPM and an altered inflammatory response of dust-induced inflammation. To do so, we used a well-established mouse model using HDE to induce acute lung inflammation [10,30,31,32]. Following exposure, we assessed the lung’s immune response to dust exposure, including the NanoString gene expression profiling of 561 genes related to the immune response, in addition to assessing alterations in SPM production in DHA-diet- versus control (no DHA)-diet-fed mice. Overall, our findings demonstrate that a high DHA diet can enhance the biosynthesis of SPM during acute lung inflammation caused by organic dust exposure and alter the transcript-level gene expression changes of pro-/anti-inflammatory genes.

## 2. Materials and Methods

### 2.1. Reagents

Murine tumor necrosis factor-α (TNF-α), interleukin-6 (IL-6), chemokine C-X-C motif ligand 1 (CXCL1), amphiregulin (AREG), granulocyte-macrophage colony-stimulating factor (GM-CSF), myeloperoxidase (MPO), monocyte chemoattractant protein-1 (MCP-1), and macrophage migration inhibitory factor (MIF), Duoset ELISA kits were purchased from R&D Systems (Minneapolis, MN, USA). RvD1 and RvD2 murine ELISA kits were purchased from Cayman Chemicals (Ann Arbor, MI, USA). DHA and standard mouse chow diets were prepared by Envigo (Madison, WI, USA) as previously described [30].

### 2.2. Preparation of Organic Dust Extract

Organic agricultural dusts collected from hog confinement facilities were prepared into extracts (HDE) as previously described [30]. In short, settled dusts from swine confinement facilities were collected from surfaces 1 m above the ground and suspended in Hank’s Balanced Salt Solution at a 100 mg/mL concentration. The mixture was centrifuged and filtered at 0.22 μm to form the 100% HDE extract, which was stored at −20 °C for future use and later diluted to a 12.5% HDE (vol/vol) concentration for animal studies, using sterile phosphate-buffered saline (PBS). The characterization of the bacterial components in the dust has been previously documented [9].

### 2.3. Animal Care

Male wildtype C57BL/6J mice at 5–8 weeks of age were obtained from The Jackson Laboratory (Bar Harbor, ME, USA) and housed in the University of Nebraska Medical Center (UNMC) Comparative Medicine Facilities. The mice were allowed free access to food and water and housed in micro-isolator cages (five per cage). The food was changed weekly by the investigators, while the water was changed by UNMC animal care staff. Each mouse was weighed weekly (see Figure S1 for initial and final weights) and examined for any signs of distress. All related experiments and procedures were approved by the UNMC Institutional Animal Care and Use Committee.

### 2.4. In Vivo Model of Dust Exposure

We employed a previously established murine model that utilizes an intranasal exposure to HDE to induce airway inflammation for our in vivo investigations [30,31]. The studies were performed as 3 independent experimental sets, for total of 8 mice for the saline-treated groups and 12 mice for the HDE-treated groups. The mice were lightly anesthetized by isoflurane inhalation prior to receiving a single intranasal challenge of 50 μL of sterile saline (PBS) or 12.5% HDE. Four weeks prior to receiving the intranasal instillation, the mice were initiated on either a DHA-rich diet or control diet containing no DHA. The animal chow diets were prepared by Envigo (Madison, WI, USA) using a base AIN-93G diet. The DHA diet preparation was the same as that previously described [30,33]. Briefly, to prepare the DHA-rich diet, soybean oil from the AIN-93G base diet was replaced with DHASCO oil (DSM Nutritional Products, Kingstree, SC, USA), a DHA-based oil containing 39.2% DHA and high-oleic safflower oil. The control diet, containing no DHA, modified the same AIN-93G diet by replacing soybean oil with high-oleic safflower oil. The newly formulated DHA-rich diet provides the mice with approximately 1.4% of their total caloric intake strictly from DHA. Five hours following the single HDE intranasal challenge, the mice were euthanized. Blood was collected, bronchoalveolar lavage fluid (BALF) retrieval was performed using three 1 mL washes with sterile PBS, and the left lungs were collected and stored in RNAlater (Thermo Fisher, Waltham, MA, USA). BALF from the first lavage was stored and used to measure cytokine and chemokine levels by ELISA. Total cell counts from the BALF were obtained, and differential cell counts were determined microscopically on cytocentrifuge slides (Cytopro, ELITechGroup, Logan, UT, USA), which were stained using DiffQuick (Siemens, Newark, DE, USA).

### 2.5. Neutrophil Extracellular Trap (NET) Scoring

Cytospins were prepared from the BALF of each mouse following the administration of the diets and exposures. The neutrophil extracellular trap (NET) scoring of the BALF cytospins stained with the Diffquick Hema 3 Stat Pack (Fisherbrand, Pittsburg, PA) was performed as previously described [34]. In short, the entire periphery of each cytospin was divided into twenty-seven regions as this is where NETs are concentrated, and each region was assigned a NET score of 0 (no NETs), 1 (rare NETs), 2 (moderate NETs), or 3 (widely distributed NETs). All 40 cytospins from the mice used across the three separate experiments were assessed for NETs.

### 2.6. Analysis of Cytokines and Chemokines

Cytokine and chemokine levels were measured from the cell-free BALF of the first PBS wash using murine-specific ELISAs. We examined the levels of TNF-α, IL-6, CXCL1, AREG, GM-CSF, MPO, MCP-1, and MIF using commercially available kits (*Duoset* ELISA development kits, R&D Systems) as well as RvD1 and RvD2 (Cayman Chemical) according to the manufacturer’s instructions.

### 2.7. Fatty Acid Blood Levels

Whole blood was collected from the axillary artery and placed in BD Microtainer Tubes (Becton Dickinson, Franklin Lakes, NJK). Fatty acid analysis was performed by direct transesterification using 14% boron-trifluoride methanol and hexane solution with an internal standard (17:0 heptadecanoic acid) at 100 °C for 60 min. After cooling, HPLC-grade water was added and the sample was vortexed and centrifuged for phase separation. Fatty acid methyl-esters in the hexane phase were analyzed by capillary gas chromatography (GC) on an Agilent 7890A GC (Agilent Technologies, Santa Clara, CA, USA) equipped with an Agilent CP7489 Capillary Column (100 m length × 0.25 mm internal diameter × 0.36 mm outer diameter, 0.20 μm film thickness). Hydrogen was the carrier gas. Fatty acids of carbon length 10 to 24 were detected with a flame ionization detector and recorded using the ChemStation interface system (Agilent Technologies, Santa Clara, CA, USA). Peaks were identified using the Open LAB Chromatography Data System and corresponding authentic standard, 37 FAME mix (Sigma Aldrich, St. Louis, MO, USA). The whole blood composition (wt/wt% of the sample) is reported for individual FAs. The individuals performing the analyses were blinded to the study groups.

### 2.8. NanoString Gene Expression

Randomly selected left lung tissues (*n* = 24) out of the possible 40 mice, representing tissues collected across three unique experimental trials, were homogenized and RNA was extracted using the PureLink RNA Mini Kit (Invitrogen, Carlsbad, California, USA). RNA sample quality was quantified using the NanoDrop ND-100 (NanoDrop Technologies, Inc, Wilmington, DE, USA) and an Agilent 2100 Bioanalyzer (UC Riverside Core Facilities, Agilent Technologies, Santa Clara, CA, USA). The assessment of transcript-level gene expression changes was performed using the NanoString mouse Immunology Panel (NanoString Technologies, Seattle, WA, USA), a codeset designed to target 561 genes related to inflammation and the immune response. Fifty to one hundred nanograms of total RNA was mixed with the codeset and reporter probes and hybridized for 16 h to form a purified target–probe complex that was then imaged and quantified with a nCounter Sprint profiler. Gene expression data analysis was performed using the nCounter Analysis System, nSolver 4.0 software. The expression data were normalized by using the geometric mean of 4 housekeeping genes: *OAZ1, PPIA, RPL19,* and *EEF1G*. Following normalization, 20 of the samples passed normalization and were viable to use for the subsequent analyses, including 4 control diet + saline, 6 control diet + HDE, 3 DHA diet + saline, and 7 DHA + HDE samples. Raw and normalized NanoString data are deposited at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155539. Following initial gene expression analysis, the STRING database was used to evaluate protein–protein interactions amongst high- or low-expressing genes.

### 2.9. Statistical Analyses

Statistical analysis and graphing were performed using the Prism Software by GraphPad (San Diego, CA, USA). All reported data are presented as the mean ± standard error. Statistical calculations were performed using two-way ANOVA with Tukey’s post hoc test for multiple comparisons within the groups, and significance was set at *p* ≤ 0.05. For graphical presentation, the # symbol is used to indicate significant differences in post hoc comparisons between the DHA and control diet groups. The * symbol is used to indicate significant differences in the post hoc comparisons between saline- and HDE-treated mice within diet groups. The + symbol is used to indicate significant interactions between diet and treatment groups.

Sample quality control for the NanoString gene expression dataset was performed manually by eliminating probes with fewer than 82 counts from the data set. This was executed by performing a background subtraction (mean +/− two standard deviations of negative controls) to more efficiently differentiate between biological or technical variation amongst the samples. Raw *p*-values from the differential expression analyses were used to assess gene expression data. All heat maps and data cluster sets were produced using the nCounter Analysis and Advanced Analysis packages in nSolver 4.0 (NanoString Technologies, Seattle, WA, USA).

## 3. Results

### 3.1. A High-DHA Diet Alters Blood Omega-3 and Omega-6 PUFA Levels

Following euthanasia at 5 h post-HDE challenge, whole blood was isolated and used to assess the levels of various medium- and long-chain fatty acids (C10–24). Mice that were given a high-DHA diet showed significantly increased levels of the omega-3 PUFAs DHA (Figure 1A, *p* < 0.0001), eicosapentaenoic acid (EPA; Figure 1B, *p* = 0.006), and docosapentaenoic acid (DPA; Figure 1C, *p* = 0.0009). Conversely, DHA-diet-fed mice exhibited significantly decreased levels of the omega-6 PUFA arachidonic acid (ARA; Figure 1E, *p* < 0.0001). There was no significant main effect for either the omega-3 PUFA alpha linolenic acid (ALA; Figure 1D, *p* = 0.067) or omega-6 PUFA linoleic acid (LA; Figure 1F, *p* = 0.076), as both slightly missed significance. There was, however, a significant difference in the LA levels for the control-diet- versus DHA-diet-fed mice challenged with HDE (LA; Figure 1F).

The sums of the omega-6 PUFAs (ARA and LA) and omega-3 PUFAs (EPA, DPA, DHA, and ALA) were calculated to identify the ratio of omega-6 to omega-3 PUFAs for the mice that were fed a control diet compared to the DHA diet, as shown in Table 1. Mice fed a DHA-rich diet had an approximately 2.3:1 ratio of omega-6 PUFAs (ARA and LA) to omega-3 PUFA (EPA, DPA, DHA, and ALA), compared to those fed a control diet, which had an approximately 6.8:1 ratio.

### 3.2. A High-DHA Diet Impacts Overall Lung Cellular Influx in Mice Following Acute HDE Exposure

In our 7-day DHA oral gavage study, we reported that an acute (single) HDE challenge elicited a potent lung inflammatory response [29]. Additionally, we identified that a 7-day daily-gavage DHA pre-treatment prior to acute HDE challenge was effective in reducing the inflammatory effects of HDE [29,30]. To build on these initial findings, we opted to administer a DHA-rich diet to C57BL/6J mice 4 weeks prior to a single 50 µL intranasal challenge of 12.5% HDE to determine if a dietary intervention was similarly effective in reducing overall acute HDE-induced inflammation. Through these investigations, we identified that HDE exposure as a main effect was associated with significant increases in total BALF cellularity (Figure 2A), corresponding with significant increases in neutrophils (Figure 2C) and lymphocytes (Figure 2D). Of interest, we identified that HDE-exposed mice that were fed a DHA-rich diet displayed changes in the types of cells recruited; in DHA diet-fed mice, we identified a significant elevation of BALF macrophages following HDE exposure (Figure 2B) that was not evident in the control-diet-fed mice. Furthermore, we identified that neutrophil influx was decreased in DHA-diet-fed HDE-challenged mice compared to in control-diet-fed mice given HDE, although this missed statistical significance (*p* = 0.070; Figure 2C). We also identified a significant interaction (Figure 2B; *p* = 0.021) between diet and dust exposure for macrophage recruitment into the lung.

### 3.3. A DHA-Rich Diet Alters HDE-Induced Changes in Pro-Inflammatory Cytokine/Chemokine Release

Acute HDE exposure leads to the production of pro-inflammatory cytokines and chemokines [12,29,30,35]. In our current investigation, we identified that acute HDE exposure led to increased levels of TNF-α, IL-6, CXCL1, AREG, GM-CSF, MPO, and MCP-1 (Figure 3) within the BALF, when compared to saline treatment. Mice that were administered a DHA-rich diet and exposed to HDE had significantly decreased levels of BALF AREG (Figure 3D, *p* = 0.017) and increased MPO levels (Figure 3F, *p* = 0.016) compared to HDE-instilled mice fed the control diet. There was also a significant interaction (Figure 3D; *p* = 0.021) between diet and dust exposure for AREG levels, with MPO missing significance (Figure 3F, *p* = 0.057) for this interaction. When assessing NET formation, we identified a significant major effect of HDE exposure on NET formation (Figure 3I) that was not impacted by diet.

### 3.4. A High-DHA Diet Is Associated with Increased Production of Resolvin D1

To assess the impact of a longer-term DHA-rich diet on endogenous SPM production, we analyzed the BALF levels of DHA-derived resolvin D1 (RvD1) and Resolvin D2 (RvD2). DHA had an overall significant major effect on RvD1 production (Figure 4A), while RvD2 production slightly missed significance (Figure 4B). Here, DHA-diet-fed mice challenged with HDE exhibited significantly increased levels of the DHA-derived SPM RvD1 (Figure 4A, *p* = 0.011) in the BALF when compared to the control-diet-fed mice, with RvD2 levels also trending upward in the DHA-diet-fed mice but failing to reach significance (Figure 4B). Of note, RvD1 levels in DHA-diet-fed mice that were administered a saline intranasal challenge were also higher than those in control-diet-fed mice (Figure 4A, *p* = 0.027).

### 3.5. In Vivo Gene Expression Changes in DHA-Diet-Fed Mice Following Exposure to HDE

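Left lung RNA was counted in 20 mice that had been fed the control diet or the diet rich in docosahexaenoic acid (DHA, an omega-3 fatty acid) for 4 weeks. Each mouse then received 50 µL of saline or of 12.5% HDE, an extract of settled dust from swine barns, through the nose, and lungs were taken after 5 h. There were 4 mice on the control diet with saline, 6 on the control diet with HDE, 3 on the DHA diet with saline and 7 on the DHA diet with HDE. The nCounter assay counts single RNA molecules by barcoded probes, without amplification, and the mouse Immunology panel holds 547 endogenous and 14 housekeeping probes, together with 8 negative and 6 positive control probes. Raw counts summed over the endogenous probes ranged from 180874 to 401922 (median 243482.5) on the control diet with saline. On the control diet with HDE they ranged from 129599 to 578569 (median 374557). With the DHA diet the totals were 123536 to 486020 (median 185175) after saline and 141852 to 684074 (median 264390) after HDE. The lanes lay on 2 cartridges of 10 mice each. Cartridge 1 held 2, 2, 2 and 4 mice of the groups control diet with saline, control diet with HDE, DHA diet with saline and DHA diet with HDE, and cartridge 2 held 2, 4, 1 and 3. In a model of the 4 groups with cartridge added, 2 of 358 genes were higher and 37 lower on cartridge 2 than on cartridge 1 at an adjusted p under 0.05 from edgeR. Cartridge was therefore also taken as a block, and each cartridge was also tested alone. The paper states that the lungs came from 3 experimental sets. The set of each mouse is not given in the sources used here, so that differences between sets remain in the spread between mice and were not blocked.

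The authors deposited raw counts and normalized counts from the nSolver software, scaled by the geometric mean of Oaz1, Ppia, Rpl19 and Eef1g. In every lane the deposited normalized value was the raw count times 1 factor, which equalled the housekeeping scaling computed here times 1.18. Its largest relative deviation was 9.44e-05 over raw counts of at least 100. No background had been subtracted, and genes under the paper's threshold of 82 counts were still listed. The raw counts were used here, scaled by the same 4 genes, and a gene was tested when its mean scaled count over the mice of the comparison was at least 82. This left 358 of 547 genes over the 20 mice and 357 over the 13 mice given HDE. If 82 counts had been required in every mouse, 210 genes would have remained. Genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, with a model of diet and exposure for the 20 mice and of diet alone for the 13. The replicate numbers used in the text only tell mice of a group apart. No pair of lanes held the same sample, since the lowest of 190 chi-square values per degree of freedom between lanes was 7.78. Gene lists for pathways and cell types were fixed before the data were examined. Values of the paper's tables and figures had been seen when the plan was written.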

To assess the transcript-level gene expression changes in the lungs of HDE-challenged mice fed a DHA-rich diet, a NanoString Mouse Immunology gene expression panel was used. Two separate advanced analyses were performed, one assessing the full 20-sample data set, and the other analysis assessing the 13 DHA vs. control-diet samples with exposure to HDE. All 20 NanoString samples were selected at random (see Materials and Methods), with 13 of them being HDE-exposed and seven, saline-exposed. Of the 13 HDE samples, six were control-diet-fed and seven were DHA-diet-fed. The full 20-sample data set showed expression changes for both the DHA diet and dust exposure, compared to the controls. 

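Chemokine and interleukin transcripts separated the lungs given HDE from those given saline. The first principal component of the 358 genes held 70.3% of the variance, and the genes that weighed most toward its HDE side were Cxcl3, Ccl20, Ccl2 and Cxcl10, which encode chemokines for neutrophils, lymphocytes and monocytes. Toward the saline side the leading genes were Nox4, a hydrogen peroxide-producing NADPH oxidase, and Fcgrt, the neonatal Fc receptor. Mean scores on this component were -15.5 ± 4.07 (SD, n = 4) and -15.6 ± 7.30 (SD, n = 3) after saline on the control and DHA diets, and 5.16 ± 14.1 (SD, n = 6) and 11.1 ± 7.29 (SD, n = 7) after HDE. Within diets the HDE mice lay 23.7 units above the saline mice (two-sided exact permutation test over 25200 arrangements, p = 2.78e-04). The difference was 24.7 units with the cartridge mean removed from each gene (exact p = 1.98e-04). Within exposures the DHA mice lay 2.93 units above the control diet mice (exact p = 0.465 over 60060 arrangements). Without replicate 6 of the control diet with HDE this difference was 0.17 units (exact p = 0.947). The second component held 8.13% of the variance and was led by Rag1, Cd4, Ccr9 and Lck, transcripts of developing and mature T cells, which were high in replicate 3 of the control diet with HDE. On this component neither exposure (exact p = 0.402) nor diet (exact p = 0.311) differed beyond the spread between mice. With genes scaled to unit variance the exposure difference on the second component was 6.75 units (exact p = 0.0392). Replicate 6 of the control diet with HDE scored -23.3 on the first component, inside the range of the saline mice, and it is marked in the plot of single mice for the HDE genes.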

After sample normalization, we performed the principal component analysis (PCA) of all 20 samples, which showed a clear clustering of exposure groups (Figure 5A). Corresponding with the PCA, the differential expression for the HDE vs. saline samples provided the greatest number of significantly altered genes of all the analysis sets (Figure 5B)

The numbers of statistically significant (*p* ≤ 0.05) genes that were differentially regulated of the 561 possible genes expressed are summarized in Table 2. 

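HDE raised most of the lung transcripts that it changed. Of the 358 genes tested, 152 were higher and 18 were lower after HDE at an adjusted p under 0.05 from edgeR, and 105 of the higher genes and 2 of the lower genes had changed more than 2-fold. The 14 genes that rose more than 10-fold included Cxcl3, Ccl20 and Ccl2, which attract neutrophils, dendritic cells and lymphocytes, and monocytes. At the paper's threshold of an unadjusted p of at most 0.05, 167 genes were higher and 24 lower. The split between higher and lower genes depended on the scaling. With TMM in place of the housekeeping genes, 106 genes were higher and 94 lower at an adjusted p under 0.05, since the median log2 fold change of all tested genes moved from 0.47 to -0.03, a shift of 0.50. Changes given for HDE are relative to the 4 housekeeping genes. Left out together, replicates 3 and 6 of the control diet with HDE, a choice made after seeing the data, gave 169 higher and 19 lower genes, and without replicate 3 of the DHA diet with saline the lower genes numbered 9. Cartridge 1 alone gave 130 higher and 9 lower genes and cartridge 2 alone 26 and 0, with 129 and 10 on cartridge 2 at an unadjusted p of at most 0.05.

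Between the diets edgeR called 0 genes at an adjusted p under 0.05, both over the 20 mice and over the 13 given HDE. At an unadjusted p of at most 0.05, 4 genes were higher and 10 lower on the DHA diet over the 20 mice, where 17.9 are expected by chance, and 4 were higher and 13 lower over the 13 mice, where 17.8 are expected. Over the 20 mice DESeq2 with its own size factors and limma on the deposited normalized counts also called 0 genes after adjustment, and they called 26 and 10 at the unadjusted threshold. Over the 13 mice limma called 0 after adjustment and 6 without it. DESeq2 there called Ccr9, Cd27 and Lck lower after adjustment with its own size factors and Thy1 with the housekeeping genes, all of them T cell transcripts that were high in replicate 3 of the control diet with HDE. Without replicates 3 and 6 of that group, 2 genes were higher and 3 lower over the remaining 18 mice and 2 were higher and 2 lower over the remaining 11 at the unadjusted threshold. With cartridge as a block these counts were 3 and 6 over the 20 mice and 3 and 10 over the 13. Leaving out replicate 3 of the control diet with HDE alone gave 1 lower gene over the 20 mice and 0 over the 13. Over the 13, only 5 of the 13 lower genes then still reached the count minimum and were tested. With all 13 lower genes kept in the test, 13 stayed below 0 and 1 passed the unadjusted threshold. The higher genes ran from 2 to 12 over the 20 mice (without replicate 2 and without replicate 3 of the DHA diet with saline). Over the 13 mice they ran from 2 to 11 (without replicate 3 of the DHA diet with HDE and without replicate 1 of the control diet with HDE).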

As mentioned in the methods, genes below the 82-count threshold were removed from the analyses.

Among the 20 DHA vs. control diet samples, *ITGAX*, *PIGR*, and *TGFBI* were significantly up-regulated, while *CXCL12*, *ITGA6*, and *STAT5B* were down-regulated (Figure 6A). 

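The genes with the smallest p for the diet included Tcf7, Rag1 and Ccl25, and none passed adjustment by edgeR. Tcf7, a transcription factor of T cell development, had a log2 fold change of -1.74 (standard error 0.57), Rag1, the recombinase that assembles antigen receptors, -3.86 (standard error 1.28) and Ccl25, a thymic and intestinal chemokine, -1.53 (standard error 0.63), each with an adjusted p of 0.924 from edgeR. In replicate 3 of the control diet with HDE, Rag1 stood at 5054.5 scaled counts, against 66.2 in the highest saline mouse, and without this mouse the lower genes at the unadjusted threshold numbered 1 in place of 10. Of 8 T cell markers tested, 0 passed adjustment by edgeR over all genes and 1 was lower when adjusted over the list alone, and the list score differed by -0.31 (two-sided exact permutation test, p = 0.388). Of the genes higher on the DHA diet, Ms4a1, which encodes the B cell antigen CD20, had a log2 fold change of 0.45, and Btk, a kinase of B cell receptor signalling, 0.43. The epithelial transporter of IgA, Pigr, stood 0.59 higher on the DHA diet on the log2 scale (standard error 0.27), and for Tgfbi, an extracellular matrix protein induced by TGF-β, the difference was 0.33 (standard error 0.14). Both passed the paper's unadjusted threshold, and neither passed the adjustment (adjusted p = 0.924 for each). Itgax, the CD11c chain of alveolar macrophages and dendritic cells, differed by 0.47 (standard error 0.24) and Itga6, a laminin receptor chain of epithelium, by -0.47 (standard error 0.24), which did not pass the unadjusted threshold. Nor did Cxcl12, a stromal chemokine, at -0.37, or Stat5b, a transcription factor of cytokine signalling, at -0.40. With cartridge as a block the log2 fold change of Pigr was 0.48, and without replicates 3 and 6 of the control diet with HDE it was 0.36 for Pigr and 0.21 for Tgfbi, values that did not pass the unadjusted threshold. Nor did Pigr pass it without any 1 of replicates 1, 3 and 4 of the control diet with saline, 3, 4 and 6 of the control diet with HDE, 2 of the DHA diet with saline or 1, 2 and 7 of the DHA diet with HDE (0.44 to 0.59), or Tgfbi without replicate 3 or 6 of the control diet with HDE or replicate 4 of the DHA diet with HDE (0.27 to 0.28).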

Of the 110 significantly altered genes for the HDE vs. saline samples, we focused on the 20 most differentially expressed genes based on statistical significance (*p* ≤ 0.05). These 20 significantly altered genes were input into the STRING database and produced a significant protein–protein interaction (*p* < 1.0 × 10^−16^). 

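The 12 genes that rose with the smallest p included cytokines, chemokines, receptors and inhibitors of NF-κB. Il1b, the fever-inducing interleukin-1β, was at 136 ± 39.6 scaled counts after saline (SD, n = 7 mice) and at 4582 ± 3345 after HDE (SD, n = 13), a log2 fold change of 4.92 (standard error 0.61, adjusted p = 9.10e-06 from edgeR). Cd14, the co-receptor for lipopolysaccharide, rose by 3.95 on the log2 scale (standard error 0.49), and the monocyte chemokine Ccl2 by 5.37 (standard error 0.68), with the same adjusted p. Cd83, a marker of mature dendritic cells, rose by 2.77, Ccl20, the ligand of CCR6, by 5.67, and Cxcl3, a neutrophil chemokine, by 5.80. The rest of the 12 were Ccl3 with a log2 fold change of 4.65, Tnfaip3 (3.14) and Nfkbia (2.49), which restrain NF-κB, Clec4e (3.84), a receptor for glycolipids, Csf2 (2.79), which encodes GM-CSF, and Ptafr (3.70), the receptor for platelet-activating factor. For each of these 12 genes, 12 of the 13 HDE mice lay above every saline mouse, and the exception was replicate 6 of the control diet.

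By the lists fixed before the data were examined, 16 of 21 chemokine genes were higher, 0 were lower and 5 did not pass the test, with 16 higher when adjusted over the list alone, and Cxcl10 (4.85) and Cxcl1 (4.40) were among them. Of 10 proinflammatory cytokine genes, 9 were higher and 0 lower (9 adjusted over the list alone), including Tnf with a log2 fold change of 3.64 (standard error 0.54). Of 16 genes of NF-κB and its feedback inhibitors, 9 were higher and 0 lower (9 adjusted over the list alone), among them Nfkb2 (2.43) and Relb (2.18). Of 25 Toll-like and other pattern recognition genes, 13 were higher and 2 lower (13 and 2 adjusted over the list alone). The 2 lower ones were the scavenger receptor Cd36 and Tlr8. Neutrophil genes were higher in 7 of 8 cases (7 adjusted over the list alone), among them Csf3r (2.26) and Cxcr2 (2.27), the receptors for G-CSF and for CXC chemokines, and S100a8 (2.99), which encodes a calcium-binding protein. Of 14 genes linked to M1 macrophages, 13 were higher and 0 lower (13 adjusted over the list alone).

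The 8 genes that fell with the smallest p included Fcgrt, which was lower by a log2 fold change of -1.12 (standard error 0.22, adjusted p = 2.84e-04), and Nox4, at -1.27 (standard error 0.27, adjusted p = 7.04e-04), both below every saline mouse in 13 of 13 HDE mice. Complement C5 (Hc) fell by 0.81, the antigen-presenting molecule Mr1 by 0.64 and Cd36, a fatty acid transporter, by 0.76 on the log2 scale. Under TMM 14 chemokine genes were higher and 4 lower, and 11 pattern recognition genes were higher and 9 lower. Of the genes tested on cartridge 2 alone, 8 of 22 chemokine, 4 of 12 cytokine, 4 of 16 NF-κB, 3 of 25 pattern recognition, 6 of 15 M1-linked and 0 of 8 neutrophil genes passed. Their median log2 fold changes were 2.41, 2.35, 1.44, 0.56, 2.76 and 1.83 there, against 2.56, 2.27, 1.07, 0.60, 2.55 and 1.89 over both cartridges. On cartridge 1 alone 13 of 18 chemokine, 9 of 10 cytokine and 10 of 16 NF-κB genes were higher. So were 11 of 19 pattern recognition (1 lower), 12 of 12 M1-linked and 5 of 6 neutrophil genes.

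**Figure D1:**
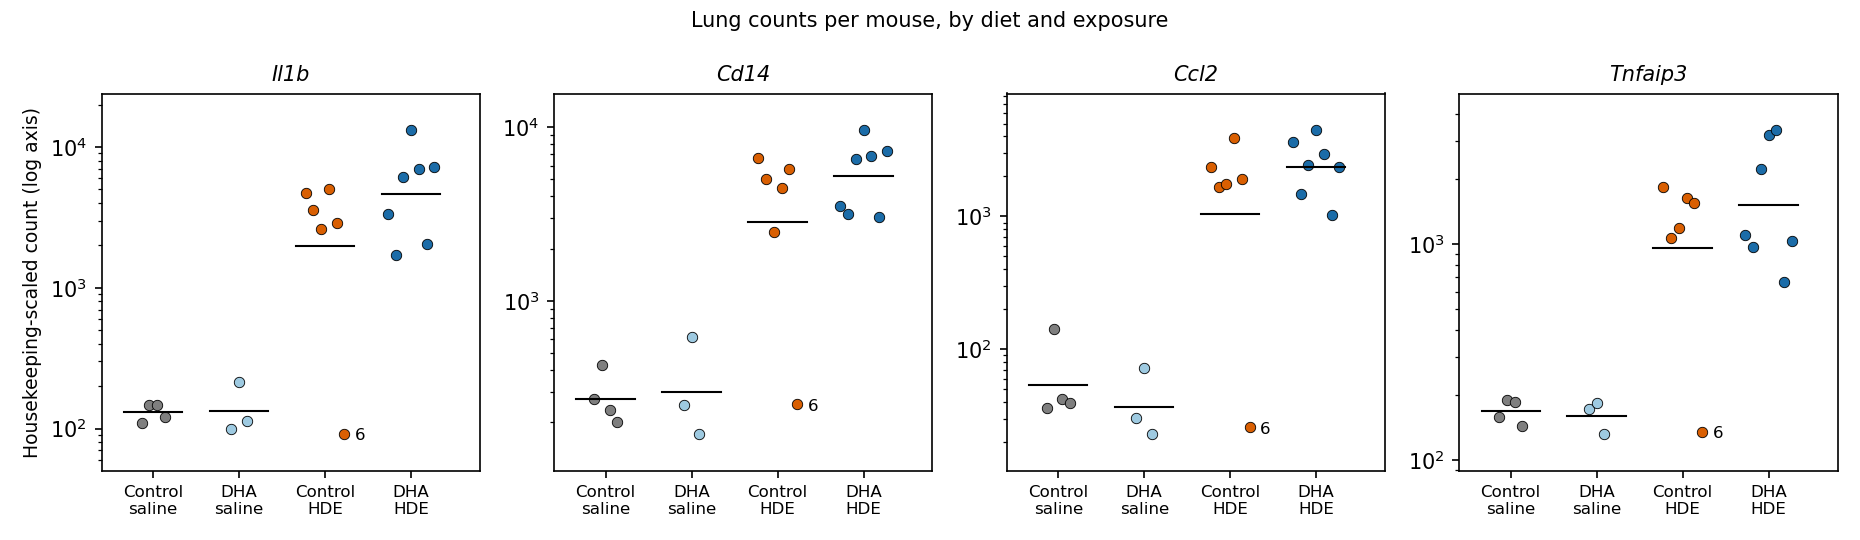
Housekeeping-scaled counts of Il1b, Cd14, Ccl2 and Tnfaip3 in each lung on log axes, by diet and exposure (4, 3, 6 and 7 mice from left to right). Points are single mice and bars are geometric means, and the point marked 6 is replicate 6 of the control diet with HDE. It lies within the range of the saline mice for Cd14, Ccl2 and Tnfaip3 and below every saline mouse for Il1b.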

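Among the 13 mice given HDE, Marco, Bcl3, Tgfbi and the B cell kinase Btk stood higher on the DHA diet at the unadjusted threshold, and none of them passed adjustment by edgeR. The 13 genes that stood lower at that threshold included 12 from lists of thymus genes made after these values were seen. Marco, a scavenger receptor of alveolar macrophages, was at 296 ± 131 scaled counts on the control diet (SD, n = 6) and 619 ± 332 on the DHA diet (SD, n = 7). This was a log2 fold change of 1.06 (standard error 0.40, adjusted p = 0.535 from edgeR). Bcl3, an atypical NF-κB inhibitor, was at 280 ± 150 and 610 ± 295 scaled counts, with a log2 fold change of 1.13 (standard error 0.43, adjusted p = 0.549). Tgfbi differed by 0.46 on the log2 scale (adjusted p = 0.971) and Btk by 0.56 (adjusted p = 0.700), and these 4 were the higher genes at an unadjusted p of at most 0.05. Bcl3 missed that threshold without replicate 7 of the DHA diet with HDE (0.88), Tgfbi without any 1 of replicates 2, 3, 4 and 6 of the control diet or 1 to 4 of the DHA diet with HDE (0.39 to 0.48), and Btk without any 1 of replicates 4 to 6 of the control diet or 3 and 4 of the DHA diet with HDE (0.47 to 0.56). Lilrb3, an inhibitory receptor of myeloid cells, differed by 0.69, complement factor B (Cfb) by 0.68 and Itgax by 0.63, and Stat5b by -0.55, each with an adjusted p of 0.971 and none past the unadjusted threshold.

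The lowest p values belonged to lower genes. Rag1 had a log2 fold change of -5.33 (standard error 1.39), the T cell antigen Thy1 -2.69 (standard error 0.76) and the T cell kinase Lck -2.58 (standard error 0.80), each with an adjusted p of 0.388. Of the 10 T cell markers tested, 0 passed the adjustment over all 357 genes, and 8 were lower when adjusted over the list alone. These genes were highest in replicate 3 of the control diet with HDE, in which Tcf7 stood at 3053 scaled counts against 295 in the next highest HDE mouse. Rag1 was also raised in replicates 2 (361.8 scaled counts) and 4 (201.1) of that group. Left out together, a choice made after seeing the data, replicates 2 to 4 gave 11 genes higher and 0 lower at an unadjusted p of at most 0.05. With cartridge as a block, Marco had a log2 fold change of 0.86 and Bcl3 of 1.11 (adjusted p = 0.995 for each). Within cartridges 1 and 2 the log2 fold changes were 0.83 and 0.87 for Marco and 0.46 and 1.63 for Bcl3.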

Among the 13 DHA vs. control diet samples exposed to HDE, six genes were significantly up-regulated (*BCL3*, *CFB*, *ITGAX*, *LILRB3*, *MARCO*, and *TGFBI*) while *STAT5B* was down-regulated (Figure 6B). Three of these differentially expressed genes (*BCL3*, *LILRB3*, and *MARCO*) had counts below the 82-count threshold for all the saline-related samples, indicating minimal transcriptional expression under baseline conditions. As a result, these three genes were only assessed in the expression analysis of the DHA-vs.-control-diet, exposed-to-HDE sample set.

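After saline, every lung held more than 82 scaled counts of Lilrb3 and Marco, while Bcl3 lay on both sides of that level. Bcl3 had under 82 raw counts in 6 of the 7 saline mice, under 82 housekeeping-scaled counts in 5, and under 82 deposited normalized counts in 3. Its scaled counts after saline ran from 17.9 to 177. For Lilrb3, 1 of 7 saline mice was under 82 raw counts and 0 of 7 were under 82 scaled or deposited normalized counts, with a range of 104 to 179 scaled counts. Marco, which binds bacteria and particles on macrophages, was under 82 raw counts in 1 of 7 saline mice and under 82 scaled counts in 0 of 7, with a range of 91.0 to 216. After HDE all 3 rose over the 20 mice. The log2 fold changes were 2.37 for Bcl3 (standard error 0.49, adjusted p = 5.31e-04 from edgeR) and 1.16 for Lilrb3 (standard error 0.27, adjusted p = 0.00138), and Marco went from 144 ± 44.7 scaled counts (SD, n = 7) to 470 ± 300.4 (SD, n = 13, adjusted p = 0.00187). When the mean plus 2 SD of the negative control probes was subtracted from the raw counts of each lane, 6, 2 and 3 of the 7 saline mice were under 82 for Bcl3, Lilrb3 and Marco.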

The z-scores produced from the gene expression data were plotted and analyzed by two-way ANOVA to identify significant pathway alterations between the diet and exposure experimental groups for genes related to immunological pathways. For genes related to the inflammatory response, the immune response, the innate immune response, cytokine activity, the defense response, and cytokine- and chemokine-mediated signaling pathways, HDE exposure was associated with a significant up-regulation of genes related to these responses when compared to saline exposure (Figure 7 and Figure 8). 

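Scores of inflammatory gene lists rose after HDE. A score was the mean over a list's genes of the z-score of log2(scaled count + 1) across the 20 mice, on lists fixed beforehand, since the pathway membership used by the software was not in the sources used here. Of 24 lists, 11 were higher after HDE and 0 lower at an adjusted p under 0.05, by two-sided exact permutation within diets and Benjamini-Hochberg adjustment over the lists. The largest difference was that of M1-linked macrophage genes, 1.42 (adjusted p = 0.00524 from the exact test). Proinflammatory cytokines differed by 1.28 (exact test, adjusted p = 0.00524), neutrophil markers by 1.22 (exact test, adjusted p = 0.00825) and NF-κB genes by 1.17 (exact test, adjusted p = 0.00533). Chemokines differed by 1.02, interferon-induced genes by 1.12, the TNF superfamily by 1.06 and JAK-STAT genes by 0.99. M2-linked macrophage genes (1.19), lipid mediator genes (0.83) and dendritic cell markers (0.90) completed the 11. Under TMM 3 lists were lower, and 18 were higher without replicates 3 and 6 of the control diet with HDE and also without replicate 6 alone. Without replicates 2 to 4 of that group, likewise a choice made after seeing the data, 5 were higher and 1 lower, and without a count filter 6 were higher. Cartridge 2 alone allows 60 arrangements and an exact p no smaller than 0.0167, which at least 9 of the 24 lists would have to reach to pass adjustment. There 0 lists passed, with score differences of 1.48 for M1-linked genes, 1.27 for cytokines and 1.03 for chemokines. Cartridge 2 held replicates 3 and 6 of the control diet with HDE. On cartridge 1 alone each of the 11 lists was higher (exact test, adjusted p = 0.0381 for each). The differences there were 1.73 for M1-linked genes, 1.41 for cytokines and 1.18 for chemokines. Replicate 6 of the control diet with HDE had a chemokine score of -1.31, below the saline range of -1.03 to -0.36, while the other 12 HDE mice lay between -0.11 and 1.05.

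For the diet, 0 of 24 lists passed the same exact test within exposures, and the smallest unadjusted p was 0.0517 for B cell markers, with a difference of 0.66. The test fry, which asks whether a list's genes move one way, called 13 lists higher after HDE and 0 for the diet. The test camera, which sets a list against the other panel genes with a preset correlation of 0.01, called 5 lists for HDE and 6 for the diet. With an estimated correlation it called 0 for each, and the chemokine list had an adjusted p = 0.807 with an estimated correlation.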

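Part of the genes for adhesion, TNF family members, JAK-STAT signalling and interferon responses rose after HDE. Of 20 adhesion molecules and integrins, 7 were higher after HDE, 0 were lower and 13 did not pass the test (7 higher adjusted over the list alone). The higher ones included E-selectin (Sele) with a log2 fold change of 2.89 (standard error 0.53, adjusted p = 1.96e-04 from edgeR) and Vcam1 with 1.76 (standard error 0.38), endothelial molecules that hold passing leukocytes. Of 10 TNF superfamily ligands and receptors, 8 were higher and 0 lower (8 adjusted over the list alone). Of 25 genes of JAK-STAT signalling, 16 were higher, 0 lower and 9 did not pass (18 higher adjusted over the list alone), among them the cytokine receptor chain Csf2rb (1.99) and the feedback inhibitor Socs3 (2.54). Interferon-induced genes were higher in 12 of 17 cases and lower in 0 (14 higher adjusted over the list alone), such as Ifitm1 (1.73), a membrane protein that restricts viral entry, and Stat2 (1.17). Of 3 lipid mediator genes, 2 were higher (2 adjusted over the list alone), the receptor Ptafr and the prostaglandin synthase Ptgs2.

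Of 11 MHC class I genes, 6 were higher and 1, Mr1, was lower (6 and 1 adjusted over the list alone). Of 9 MHC class II genes, 1 was higher and 2 were lower (1 and 2 adjusted over the list alone), the lower ones being the peptide loader H2-DMa (-0.54) and the protease Ctss (-0.67). Neither passed on cartridge 1 or 2 alone, where the log2 fold changes were -0.33 and -0.80 for H2-DMa and -0.38 and -0.87 for Ctss. H2-DMa also lost its call without any 1 of replicates 1, 3 and 4 of the control diet with saline, 4 of the control diet with HDE or 1 and 3 of the DHA diet with saline (-0.55 to -0.50). Ctss lost it without any 1 of replicates 1 and 2 of the control diet with saline, 2 to 4 of the control diet with HDE, 3 of the DHA diet with saline or 3 and 5 of the DHA diet with HDE (-0.66 to -0.57). Under TMM the counts were 6 higher and 7 lower for adhesion, 3 and 4 for MHC class I, 0 and 4 for MHC class II and 11 and 3 for JAK-STAT. Without replicates 3 and 6 of the control diet with HDE they were 9 and 0, 6 and 1, 1 and 1, and 18 and 0. On cartridge 2 alone 1 of 20 adhesion, 1 of 14 TNF superfamily, 0 of 25 JAK-STAT, 1 of 19 interferon-induced, 1 of 5 lipid mediator, 0 of 11 MHC class I and 0 of 9 MHC class II genes passed. Their median log2 fold changes were 0.55, 1.20, 1.02, 1.10, 1.19, 0.62 and 0.082 there, against 0.42, 0.96, 0.89, 1.02, 1.00, 0.66 and 0.13 over both cartridges. On cartridge 1 alone 6 of 18 adhesion, 6 of 9 TNF superfamily, 16 of 23 JAK-STAT and 10 of 16 interferon-induced genes were higher. So were 2 of 3 lipid mediator, 5 of 11 MHC class I (1 lower) and 1 of 7 MHC class II genes.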

A brief examination of the sole effect of HDE vs. saline for additional altered pathways revealed significant changes in the activation of pathways relating to the cell surface, receptor activity, extracellular region, plasma membrane, and signal transduction.

## 4. Discussion

Acute and chronic dust exposure can lead to a variety of lung inflammatory diseases among exposed individuals, especially agricultural workers [1,2,3,36]. The use of omega-3 PUFAs and their SPM metabolites as a therapeutic approach to reduce dust-induced lung inflammation shows promise in reducing the lung’s inflammatory response to environmental dust exposure [18,30,35]. We have previously shown that a single HDE exposure stimulates a strong inflammatory response that includes the release of pro-inflammatory cytokines and an increased neutrophil influx in the BALF of exposed mice [31]. In this study, we supplemented a standard mouse diet with DHA to assess the impact of a high-omega-3-PUFA diet as a preventative approach to mitigate the risk of inadvertent exposure by altering the lung inflammatory response. Through these investigations, we found that pretreating mice with a DHA-rich diet led to significant changes in the lung’s inflammatory response to acute dust exposure. Unlike control-diet-fed mice, we identified that DHA-diet-fed mice exhibited a significant increase in BALF macrophages following HDE challenge (Figure 2C) along with a significant increase in BALF SPM RvD1 (Figure 4A). Furthermore, we identified alterations to AREG and MPO release in control-diet-fed versus DHA-diet-fed animals exposed to HDE, and significant alterations in numerous immune-associated genes. Together, these data indicate that a high-DHA diet leads to significant alterations in the lung’s immune response to acute agricultural dust exposure, warranting its continued exploration as a potential modifier of the pathological inflammation experienced by individuals living or working in agricultural settings.

An omega-6 fatty acid to omega-3 fatty acid ratio of ~ 1:1 is thought to be associated with protective health effects by promoting the resolution of inflammation [17,23]. The dietary consumption of supplements high in omega-3 PUFAs such as fish oil has been shown to be effective in reducing the risk of cardiovascular and lung diseases [37,38,39]. In this study, mice fed a DHA-rich diet had a roughly three times lower omega-6 to omega-3 PUFA ratio than those on a control diet, suggesting that the employment of a high-DHA diet effectively increases the overall blood levels of omega-3 PUFAs. A lower dietary intake of omega-3 PUFAs in conjunction with the high degree of dust exposure agricultural workers experience can amplify their risk of developing acute/chronic lung diseases. A recent investigation identified an omega-6 PUFA/omega-3 PUFA ratio of over 50:1 in a cohort of COPD patients with agricultural work histories, highlighting the opportunity for impact in this population [40]. It is worth noting that even in our control-diet-fed mice, we identified an omega-6/omega-3 PUFA ratio of approximately 6.8:1, which is substantially lower than the typical Western diet ratio [17], suggesting more pronounced responses might have been identified in a dietary supplementation scheme yielding a higher omega-6/omega-3 PUFA ratio in control-diet-fed mice. In addition, while we identified significant elevations in the DHA-derived RvD1 in our DHA-diet-fed mice, a limitation to our studies is that we did not assess omega-6-PUFA-derived mediators. Doing so would have allowed for a more complete assessment of the ramifications of decreasing the omega-6 fatty acid to omega-3 fatty acid ratio for modifying bioactive lipid generation.

Macrophages are known mediators of both inflammation and resolution/repair, and are both responsive to SPM and also generators of SPM during an inflammatory response in the lung [41,42]. In our previous 7-day DHA oral supplementation study, we found no statistical differences for macrophage influx or SPM production in the lungs of DHA-treated mice compared to the controls following HDE exposure [29]. We did, however, see that DHA reduced HDE-elicited responses in the immortalized monocyte cell line THP-1 [29]. The increased macrophage influx into the lungs along with the significant interaction between diet and dust exposure that we identified in these current investigations is unique to this dietary intervention method and suggests that a high-DHA diet may alter macrophage influx or activation kinetics, possibly in part through the increased generation of the SPM RvD1. RvD1 is a member of the resolvins family of SPMs that are produced during the resolution phase of inflammation [43,44], and RvD1 has been previously shown to regulate airway inflammation by reducing pro-inflammatory cytokine production and inducing an M2-like macrophage polarization phenotype [27,43,44,45,46]. Our 5 h model of acute dust exposure has been shown to induce an M1-type macrophage phenotype in challenged mice [47], while our NanoString gene expression analyses suggest a potential M2-like polarization of the immune response (e.g., increased *Marco* expression). Considered together with our findings of increased blood DHA levels, elevated BALF RvD1, and increased macrophage influx, these outcomes suggest that the DHA diet is inducing alterations in the kinetics of the inflammatory cascade, possibly promoting the inflammation-resolution response. However, a limitation of our current study is the lack of characterization of the lung macrophage subsets for activation/polarization profiles.

Interestingly, we also identified alterations in neutrophil activities when comparing control-diet-fed with DHA-diet-fed animals. Here, we saw a trend towards reduced neutrophil influx in DHA-diet-fed mice versus control-diet-fed mice exposed to HDE that did not reach statistical significance (*p* = 0.070) yet found enhanced levels of MPO in the BALF of DHA-diet-fed mice and similar levels of NET formation. These data imply that the entering neutrophils may have enhanced antimicrobial activity (based on increased MPO release) in the setting of a high-DHA diet or that infiltrating neutrophils were more quickly subsiding or being efferocytosed by our five-hour timepoint. Together, these findings warrant future studies aimed at identifying the inflammation resolution kinetics following acute HDE exposure, including how PUFAs alter these kinetics, particularly in neutrophils and macrophages.

The gene expression analysis performed in this study details some of the effects a DHA-rich diet can have on immune-associated networks. 

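The exposure changed many immune transcripts in these lungs, and by edgeR no diet difference passed adjustment. Relative to the control diet with saline, the HDE mice on the control diet had 90 genes higher and 3 lower at an adjusted p under 0.05 from edgeR, in a model of the 4 groups. The HDE mice on the DHA diet had 129 higher and 10 lower against the same saline mice. The DHA diet with saline had 0 higher and 0 lower, and at an unadjusted p of at most 0.05 only the B cell gene Ms4a1 passed, while limma on the deposited normalized counts also called 0 after adjustment. The interaction, which asks whether the diet difference itself changed with HDE, had 0 genes past adjustment. At the unadjusted threshold it had 1 gene above 0, Marco, with a log2 difference of 1.36 (adjusted p = 0.997), and 8 below 0, among them Thy1, Lck and Rag1 of the T cell and thymus group. The lower genes numbered 0 without replicate 3 of the control diet with HDE, and 1 to 5 without any 1 of replicates 3 and 4 of the control diet with saline, 1 and 2 of the DHA diet with saline or 5 of the DHA diet with HDE. The higher genes numbered 0 without any 1 of replicates 1 and 2 of the control diet with saline, 4 and 5 of the control diet with HDE, 1 and 3 of the DHA diet with saline or 1 and 4 of the DHA diet with HDE, and 2 without replicate 4 of the control diet with saline, replicate 1 of the control diet with HDE or replicate 2 of the DHA diet with saline. With cartridge as a block the control diet with HDE had 114 genes higher and 6 lower, and on cartridge 2 alone, with 2 control diet saline mice, edgeR called 0 genes in either HDE group. At the unadjusted threshold 59 were higher and 0 lower there on the control diet with HDE and 88 and 5 on the DHA diet with HDE, with median log2 fold changes over all tested genes of 0.59 and 0.54 against 0.46 and 0.47 over both cartridges. Without replicates 3 and 6 of the control diet with HDE it had 132 higher and 4 lower, and without replicates 2 to 4 it had 29 higher and 0 lower. The higher genes of that group numbered 33 without replicate 4 of the control diet with saline and 144 without replicate 6 of the control diet with HDE. Under TMM that group had 60 higher and 14 lower genes and the DHA diet with HDE 91 higher and 81 lower. In genes changed 2-fold on simulated counts, the test called 78.9% for exposure and 78.6% for diet over 20 mice, and 45.7% for diet over 13. Many genes changed in these simulations, where 225 of 355, 215 of 354 and 236 of 364 tested genes were unchanged. Genes were drawn independently, without cartridge differences or outlying mice. As many changes were set up as down, and the housekeeping probes had almost no spread, so that errors of the scaling were not simulated. With few changed genes the adjustment is stricter, so these shares are not the power to find a diet gene in these mice. Citing Figure 7, the paper states that HDE, more than the diet, drove the response of the lung.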

We found that the main driver for the activation of the lung immune response was the HDE exposure itself, as opposed to dietary intervention (Figure 7). The top 20 significantly altered genes for HDE vs. saline exposure were input into the STRING database and produced a significant interaction (*p* < 1.0 × 10^−16^). Pathway analysis using nSolver and the STRING database showed that most of these 20 genes are involved in a variety of biological processes including cell surface receptor signaling and signal transduction. Among the 20 DHA vs. control diet samples, *ITGAX*, *PIGR*, and *TGFBI* were up-regulated while *CXCL12*, *ITGA6*, and *STAT5B* were down-regulated (Figure 6A). Assessment of the 13 DHA vs. control diet samples with exposure to HDE identified six genes that were significantly upregulated (*BCL3, CFB*, *ITGAX*, *LILRB3*, *MARCO*, and *TGFBI*), while only *STAT5B* was down-regulated (Figure 6B). A list of all relevant genes and their expression/fold changes are presented for DHA-related samples and all other sample groups in Table 3 and Table 4, respectively. The genes listed in Table 4 are expressed among all the analysis sets, whereas *BCL3*, *LILRB3*, and *MARCO* are unique to the DHA-vs.-control-diet-with-HDE analysis (Table 3) because the threshold counts for these three genes were < 82 counts for the saline-related samples.

Transforming growth factor-β-induced (*TGFBI*) is a negative regulator of TLR signaling [48,49], and the increased expression of *TGFBI* has been shown to aid in wound healing and increase macrophage endocytosis [50,51]. Integrin α6 (*ITGA6*) is expressed in the epithelia and forms a complex with either β1 or β4 integrins to function as a receptor for laminin, a basement membrane protein [52]. Additionally, studies have shown that during epithelial injury, the expression of the integrin α6β4 complex increases, suggesting that the decreased expression of *ITGA6* we identified could be due to DHA altering dust-induced inflammation and lung injury [52,53]. Prior research has shown that organic dusts from swine facilities induce CD11c+ macrophages, which can mitigate inflammatory responses in the lung [54,55]. 

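Itgax, which encodes CD11c, had its highest mean in the DHA mice given HDE, and its diet difference did not pass adjustment. Itgax was at 344 ± 117 scaled counts (SD, n = 4) on the control diet with saline and 358 ± 147 (SD, n = 6) on the control diet with HDE. On the DHA diet it was at 384 ± 88.2 (SD, n = 3) after saline and 554 ± 239 (SD, n = 7) after HDE. Over all 20 mice its log2 fold change with HDE was 0.27 (adjusted p = 0.419 from edgeR), and under TMM it was below 0. Of the 5 alveolar macrophage markers tested, 2 were higher after HDE, Marco and the GM-CSF receptor chain Csf2rb, 1 was lower, the tetraspanin Cd9 (-0.53), and 2 did not pass (2 and 1 adjusted over the list alone). The call of Cd9 was lost on cartridge 1 (-0.43) and cartridge 2 (-0.48) alone and without replicates 3 and 6 of the control diet with HDE (-0.43). It was also lost without any 1 of replicates 1 and 2 of the control diet with saline, 3 and 4 of the control diet with HDE, 1 and 3 of the DHA diet with saline or 5 of the DHA diet with HDE (-0.55 to -0.42). On cartridge 2 alone 0 of 6 of these markers passed, with a median log2 fold change of 0.13 against 0.27 over both cartridges. On cartridge 1 alone 2 of 5 were higher and 0 lower. For the diet, 0 of the 5 passed by edgeR, over the 20 mice or over the 13 given HDE, also when adjusted over the list alone. The 5 include Marco, Itgax and Tgfbi, which the paper calls higher on the DHA diet in these same mice. The diet difference of the list score is therefore not independent of the paper's calls. The list score was 0.65 ± 0.60 (SD, n = 7) on the DHA diet with HDE, against -0.31 ± 0.74 (SD, n = 6) on the control diet with HDE. Replicates 3 and 6 of the control diet with HDE scored -1.13 and -1.28 and lowered that mean. The other mice of that group ran from -0.23 to 0.55 and the DHA mice given HDE from 0.02 to 1.79. The score of 1.79 was that of replicate 4 of the DHA diet with HDE, which raised the DHA mean. Within exposures the DHA mice scored higher by 0.51 (two-sided exact permutation test, p = 0.0608, adjusted p = 0.729 over the 24 lists). In the 13 mice, Itgax had a log2 fold change by diet of 0.44 with cartridge as a block and of 0.36 and 0.50 within cartridges 1 and 2, and of 0.40 without replicates 3 and 6 of the control diet with HDE.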

The expression of *ITGAX* (the gene encoding CD11c) in both DHA-diet sample sets suggests that in the setting of a high DHA diet, alveolar macrophages may be playing a role in altering the inflammatory response. This outcome corresponds to the increased BALF macrophages of HDE-treated mice fed a DHA-rich diet and collectively suggests that the resulting increased omega-3 PUFAs may alter the recruitment and/or activation of infiltrating and resident macrophages in the lung following a single dust exposure.

In addition to our findings of elevated BALF macrophage levels and increased CD11c transcripts in the lungs of DHA-diet-fed mice challenged with HDE, we also identified significant alterations in *MARCO* (macrophage receptor with collagenous structure). 

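Marco and other genes linked to M2 macrophages rose with HDE over the 20 mice. Of 9 such genes tested, 7 were higher after HDE, 0 lower and 2 did not pass the test (7 adjusted over the list alone). On cartridge 2 alone 0 of 10 passed, with a median log2 fold change of 1.25 against 1.24 over both cartridges, and on cartridge 1 alone 6 of 8 were higher. Ccl22, a chemokine for regulatory and type 2 T cells, had a log2 fold change of 2.99 (standard error 0.44, adjusted p = 2.18e-05 from edgeR), Il1rn, the interleukin-1 receptor antagonist, of 3.13 (standard error 0.49) and the scavenger receptor Msr1 of 1.73 (standard error 0.32). For the diet 0 of the 9 passed, over the 20 mice or over the 13 given HDE. The 9 include Marco, Lilrb3 and Tgfbi, which the paper calls higher on the DHA diet in these same mice, so the list score is not independent of its calls. Marco was at 157 ± 52.8 scaled counts (SD, n = 4) on the control diet with saline and 128 ± 33.2 (SD, n = 3) on the DHA diet with saline. The M2-linked score was 0.13 ± 0.88 (SD, n = 6) on the control diet with HDE and 0.67 ± 0.51 (SD, n = 7) on the DHA diet with HDE. Replicate 6 of the control diet with HDE scored -1.61, while the other mice of its group ran from 0.12 to 0.77 and the DHA mice given HDE from 0.10 to 1.49. This 1 mouse thus lowers the control diet mean and widens the diet difference. Replicate 4 of the DHA diet with HDE, at 1.49, likewise raises the DHA mean. Its lane had the lowest housekeeping geometric mean of the 20 mice, 743, and the largest scaling factor, 3.61. The change of the diet difference in this score with HDE was 0.68 (two-sided exact permutation test, p = 0.132). For Marco the diet difference without replicates 3 and 6 of the control diet with HDE was 0.83 on the log2 scale, and under TMM it was 0.94 (adjusted p = 0.269). Lilrb3 had 264 ± 104 scaled counts (SD, n = 6) on the control diet with HDE and 427 ± 142 (SD, n = 7) on the DHA diet with HDE.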

*MARCO* is known to play a role in M2-like macrophage polarization to aid in host pathogen defense with additional known roles in inflammation resolution and repair processes [56,57]. In conjunction with our findings of increased RvD1 levels, our finding of the increased expression of *MARCO* in our DHA-diet-fed mice further supports the effectiveness of a high-DHA diet in promoting a pro-resolution/repair response following inflammatory insult in the lung. Leukocyte Immunoglobulin Like Receptor B3 (*LILRB3*) also codes for an anti-inflammatory protein expressed on monocytes, dendritic cells, and granulocytes; has been suggested to inhibit stimulated inflammatory responses; and is similarly elevated in DHA-related samples [58,59,60]. Furthermore, we see increased expression of Polymeric Immunoglobulin Receptor (*PIGR*) in our DHA-diet samples; *PIGR* serves as a transporter of IgA across mucosal epithelial cells to help reduce the inflammation stimulated by foreign pathogens [61,62]. 

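Pigr transcripts rose after HDE. Its log2 fold change with HDE over the 20 mice was 1.72 (standard error 0.31, adjusted p = 1.47e-04 from edgeR). Mean scaled counts after HDE were 1237 ± 595 (SD, n = 6) on the control diet and 1948 ± 675 (SD, n = 7) on the DHA diet, a log2 fold change by diet of 0.66 in the 13 mice (adjusted p = 0.971). After saline the DHA mice had 548 ± 335 scaled counts (SD, n = 3). Of 12 genes of lung epithelium and endothelium, 3 were higher after HDE, 0 lower and 9 did not pass (3 adjusted over the list alone). These 3 were Pigr and the endothelial adhesion molecules Sele and Vcam1. Under TMM the same list had 3 genes higher and 7 lower, and on cartridge 2 alone 1 higher and 0 lower. For the diet 0 of the 12 passed by edgeR. Within cartridges 1 and 2 the diet difference of Pigr among the HDE mice was 0.15 and 0.95 on the log2 scale, and without replicates 3 and 6 of the control diet with HDE it was 0.30.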

The increased expression of this receptor has been shown to occur following the release of the pro-inflammatory cytokines TNF-α and IFN-γ that are produced in response to viral or bacterial infection [61,62]. As previously reported, lipopolysaccharide (LPS) exists within the dusts from swine confinement facilities and contributes to the inflammatory response seen in this exposure model [9,12]. The inhibition of LPS-induced TNF-α expression in macrophages has been shown to be mediated by IL-10, the expression of which is promoted by *BCL3* (B-Cell Leukemia/Lymphoma) [63]. The expression of *BCL3* in our DHA-diet samples is supported by *BCL3′s* ability to promote the downstream inhibition of the LPS-stimulated TNF-α expression in macrophages.

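Tnf transcripts were well counted after HDE and Il10 transcripts were not. After HDE, Tnf, which encodes TNF-α, was at 401 ± 234 scaled counts (SD, n = 6) on the control diet and 677 ± 465 (SD, n = 7) on the DHA diet. This is a log2 fold change by diet of 0.75 (adjusted p = 0.971 from edgeR). Il10, the anti-inflammatory interleukin-10, averaged 16.3 ± 14.6 scaled counts (SD, n = 7) after saline and 17.8 ± 12.5 (SD, n = 13) after HDE, under the minimum of 82, so that it was not tested. The mean plus 2 SD of the negative control probes, on the same scale, ranged up to 97.5 among the lanes. Bcl3 after saline averaged 85.3 ± 63.5 scaled counts (SD, n = 4) on the control diet and 64.3 ± 42.9 (SD, n = 3) on the DHA diet. Without replicates 3 and 6 of the control diet with HDE, its diet difference among the HDE mice was 0.78 on the log2 scale (adjusted p = 0.989).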

Prior research has shown that elevated levels of complement factor B (*CFB*) are associated with inflammation and airway hyperresponsiveness [64]. 

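Cfb transcripts rose after HDE over the 20 mice, by 1.90 on the log2 scale (standard error 0.37, adjusted p = 3.16e-04 from edgeR). Its mean scaled count was 245 ± 145 (SD, n = 4) on the control diet with saline and 859 ± 352 (SD, n = 6) on the control diet with HDE. On the DHA diet it was 343 ± 324 (SD, n = 3) after saline and 1374 ± 559 (SD, n = 7) after HDE. The diet difference changed with HDE by 0.20 on the log2 scale (interaction, adjusted p = 0.997 from edgeR). This value turned its sign without some single mice and without replicates 3 and 6 of the control diet with HDE. Of the 17 complement genes tested, 2 were higher after HDE, Cfb and C1qbp (0.68), which binds C1q and works in mitochondria, 1 was lower, Hc, and 14 did not pass (2 and 1 adjusted over the list alone). For the diet 0 of the 17 passed by edgeR, over the 20 mice or the 13. Under TMM 1 complement gene was higher and 5 were lower after HDE, and on cartridge 2 alone 2 were higher and 0 lower. Among the HDE mice the diet difference of Cfb was 0.54 with cartridge as a block, and 0.36 without replicates 3 and 6 of the control diet with HDE.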

The up-regulation of *CFB* was only seen in our DHA-diet samples that were exposed to HDE. Since we only see increased expression of *CFB* in the DHA samples with HDE exposure, it could be suggested that in addition to altering the effects of HDE-induced inflammation, DHA also strengthens overall host immunity to bacterial/viral challenge. In this case, DHA would be functioning to promote systemic immunity to foreign pathogens—a hypothesis that is also supported by the increased levels of MPO release in the DHA-diet- versus control-diet-fed mice treated with HDE. In addition to the various receptors and ECM-related genes differentially expressed in DHA-related samples, we see significant alterations in different cytokine- and chemokine-related genes. The pro-inflammatory chemokine ligand 12 (*CXCL12*) binds to CXCR4 and has previously been shown to recruit numerous cell types such as lymphocytes, monocytes, and eosinophils into the lung airway fluid (BALF) of asthma patients [65]. The decreased expression of *CXCL12* in the DHA- vs. control-diet analysis set suggests that a high-DHA diet modulates the expression of pro-inflammatory responses at the transcriptomic level. Similarly, *STAT5B* has been shown to be activated by IL-5 and GM-CSF activation; *STAT5B* recruits eosinophils into the airways and causes a downstream allergic response [66,67,68]. 

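Cxcl12 transcripts had their lowest mean in the DHA mice given HDE. Its mean scaled count was 858 ± 144 (SD, n = 4) on the control diet with saline and 681 ± 224 (SD, n = 6) on the control diet with HDE. On the DHA diet it was 627 ± 137 (SD, n = 3) after saline and 541 ± 185 (SD, n = 7) after HDE. Between these last mice and the control diet with saline the log2 fold change was -0.67, which did not pass adjustment by edgeR (adjusted p = 0.0780). It passed under TMM (-1.27), with all housekeeping probes (-0.85), with DESeq2 and its own size factors (-1.24) and without replicates 3 and 6 of the control diet with HDE (adjusted p = 0.0492). HDE itself gave a log2 fold change of -0.28 (adjusted p = 0.308 from edgeR). Among the 13 HDE mice the diet difference was -0.33 (adjusted p = 0.971), -0.54 under TMM (adjusted p = 0.494) and 0.07 on cartridge 1 alone. Cxcr4, the receptor of CXCL12, rose after HDE by 0.83 on the log2 scale (standard error 0.26, adjusted p = 0.0132), and its log2 fold change by diet over the 20 mice was -0.17.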

The down-regulation of *STAT5B* in both DHA-diet-related analysis sets demonstrates the impact of omega-3 PUFAs in reducing the HDE-stimulated inflammatory response.

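Stat5b counts were highest in 1 lung given HDE on the control diet. In the control diet with HDE, 892 scaled counts were found in replicate 3 and 430.9 and 389.9 in replicates 2 and 4, while the other 3 mice had 259.5, 267.5 and 281.4. The 7 DHA mice given HDE averaged 286 ± 74.5 (SD, n = 7), and the saline mice 379 ± 46.0 (SD, n = 4) on the control diet and 351 ± 71.3 (SD, n = 3) on the DHA diet. Among the 13 HDE mice the log2 fold change by diet was -0.19 without replicate 3 (adjusted p = 0.998 from edgeR). With HDE, Stat5b did not change over the 20 mice beyond the spread (log2 fold change -0.06, adjusted p = 0.837). In the JAK-STAT list as a whole, 0 of 25 genes passed for the diet over the 20 mice and 0 of 24 over the 13. The feedback inhibitor Socs1 and the receptor chain Csf2rb were tested among them. Within cartridges 1 and 2 the diet difference of Stat5b among the HDE mice was -0.15 and -0.84. Under TMM it was -0.78, which passed the unadjusted threshold (adjusted p = 0.446).

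**Figure D2:**
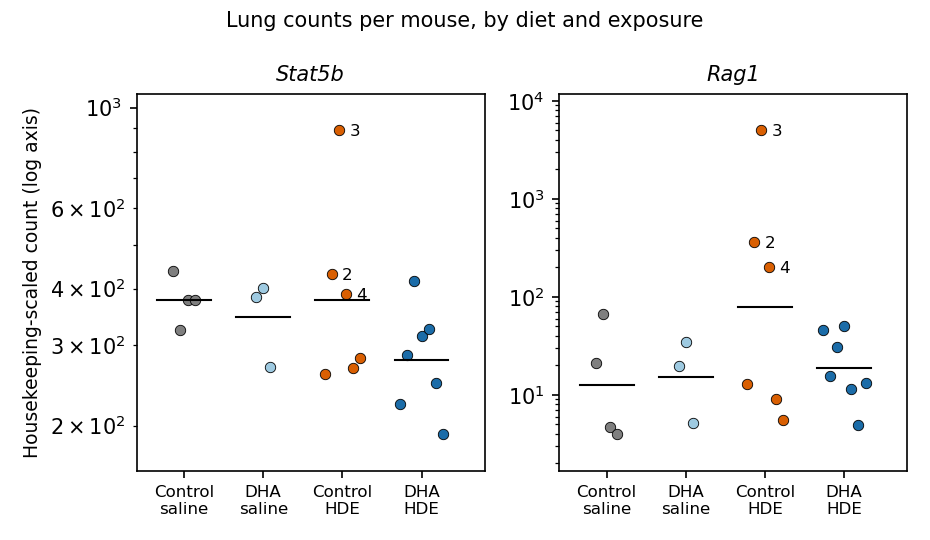
Housekeeping-scaled counts of Stat5b and of Rag1, a gene of developing lymphocytes, in each lung on log axes, by diet and exposure (4, 3, 6 and 7 mice from left to right). Points are single mice, bars are geometric means and the numbers 2, 3 and 4 mark replicates of the control diet with HDE, of which replicate 3 was the highest for both genes.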

## 5. Conclusions

In conclusion, a high-DHA diet significantly alters the lung’s inflammatory response to acute agricultural dust exposure, likely by increasing omega-3 PUFAs, which serve as substrates for SPM generation to modify the inflammatory response stimulated by HDE exposure. Evidence in support of this hypothesis includes the elevated blood levels of omega-3 PUFAs, increased macrophage influx into the lung, increased BALF RvD1, and altered gene expression signature associated with macrophage activities in DHA-diet-fed mice exposed to dust compared to mice fed a diet without DHA. These findings warrant future studies to ascertain the potential preventative or therapeutic roles for omega-3 PUFAs in reducing the lung’s inflammatory response to particulate matter exposures such as those experienced in agricultural settings.

## Figures and Tables

**Figure 1:**
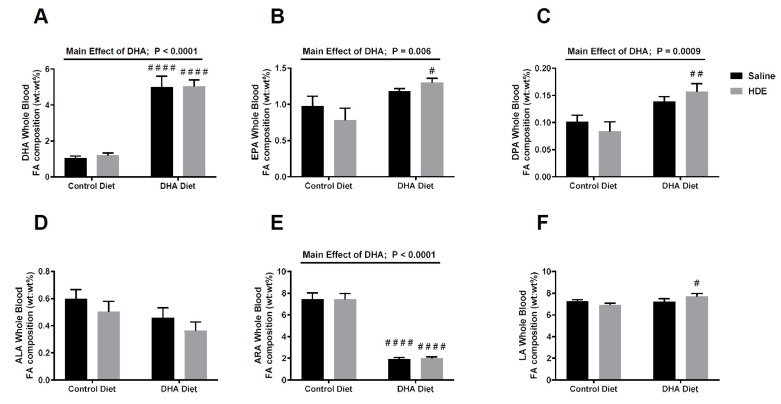
Fatty acid blood levels collected from the docosahexaenoic acid (DHA)- and control-diet-fed mice 5 h after the instillation of HDE or saline. Fatty acid blood levels of n-3 PUFA DHA (**A**), eicosapentaenoic acid (EPA) (**B**), docosapentaenoic acid (DPA) (**C**), alpha-linolenic acid (ALA) (**D**) and n-6 PUFA arachidonic acid (ARA) (**E**) and linoleic acid (LA) (**F**), measured in mice following administration of a diet and exposure. Significance for the main effect of the DHA diet is shown with the *p*-values and significance bars on top of the DHA, EPA, DPA, and ARA graphs. Tukey post hoc comparisons between the DHA- and control-diet-treated conditions are annotated with the # symbol. (# *p* < 0.05; ## *p* < 0.01; #### *p* < 0.0001).

**Figure 2:**
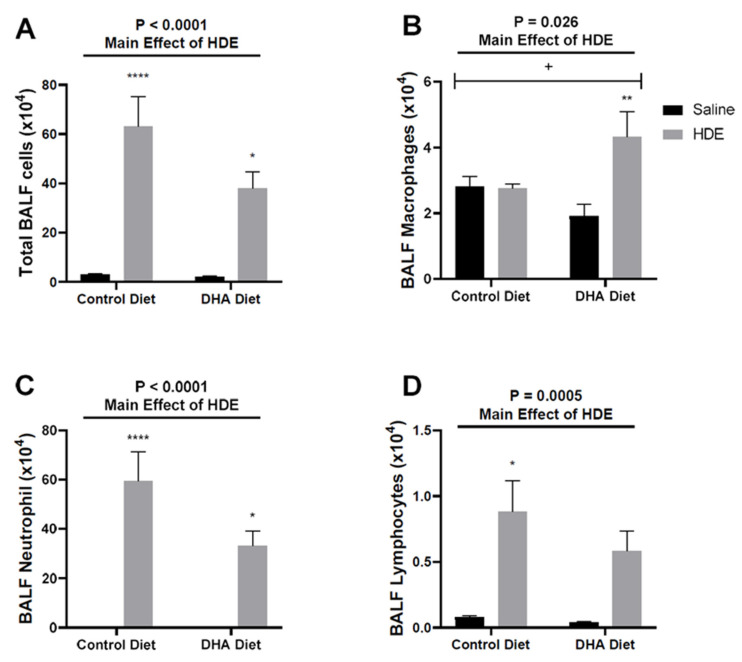
Effects of a high-DHA diet on total and immune cell lung influx after HDE instillation. Control- or DHA-diet-fed mice were challenged with a single intranasal HDE exposure. Five hours following exposure, bronchoalveolar lavage fluid (BALF) was collected and assessed for cellular influx including total BALF cells (**A**), BALF macrophages (**B**), BALF neutrophils (**C**), and BALF lymphocytes (**D**). The main effects of HDE vs. saline are indicated by the top lines with corresponding *p*-values. The * symbol above the HDE bars represents the statistical significance of the difference between the HDE- and saline-treated conditions within the same diet group (* *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001). Significant interactions between diet and exposure are depicted by the + symbol (+ *p* < 0.05).

**Figure 3:**
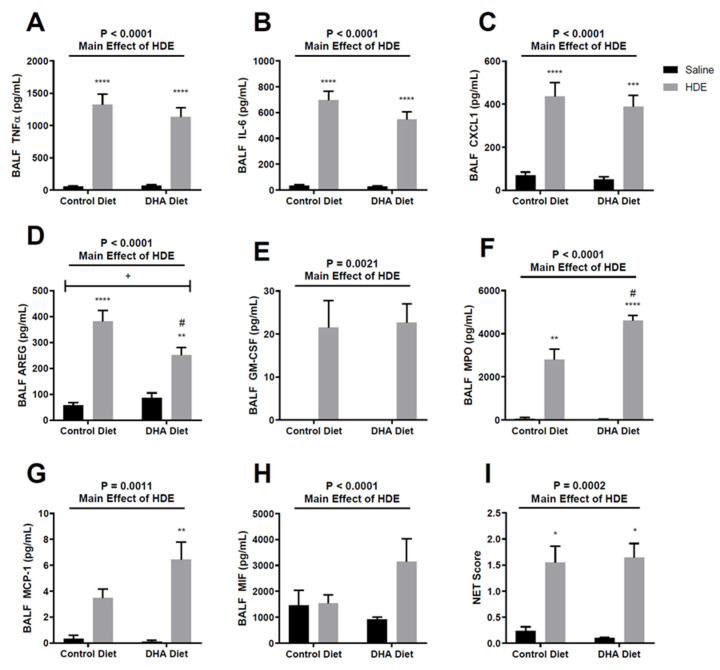
Effects of a DHA-rich diet on inflammatory mediator release and neutrophil extracellular trap (NET) formation following acute exposure to HDE. (**A**–**H**) BALF was collected from mice and screened for various cytokines and chemokines via ELISAs. (**I**) NET formation was assessed by scoring the BALF cytospins across all three experimental trials. The top line represents the main effect of HDE vs. saline with significance represented by *p*-values. Tukey post hoc comparisons are provided for DHA- vs. control-diet-treated conditions and are annotated by the # symbol (# *p* < 0.05). Significant differences between HDE- and saline-treated conditions within diet groups are represented by the * symbol above the HDE bars (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001). Any significant interactions between diet and exposure are depicted by the + symbol (+ *p* < 0.05).

**Figure 4:**
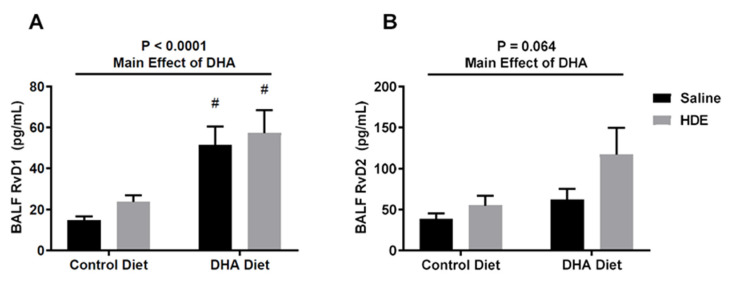
A high-DHA diet increases the production of Resolvin D1 in the lung following a single intranasal challenge with HDE. BALF levels of the specialized pro-resolving mediators (SPMs) Resolvin D1 (RvD1) (**A**) and Resolvin D2 (RvD2) (**B**) were assessed via ELISA following euthanasia. The main significance bars and *p*-values on the top represent the main effects of DHA on SPM production. Tukey post hoc comparisons for significant differences between the DHA- and control-diet-treated conditions are depicted by the # symbol (# *p* < 0.05).

**Figure 5:**
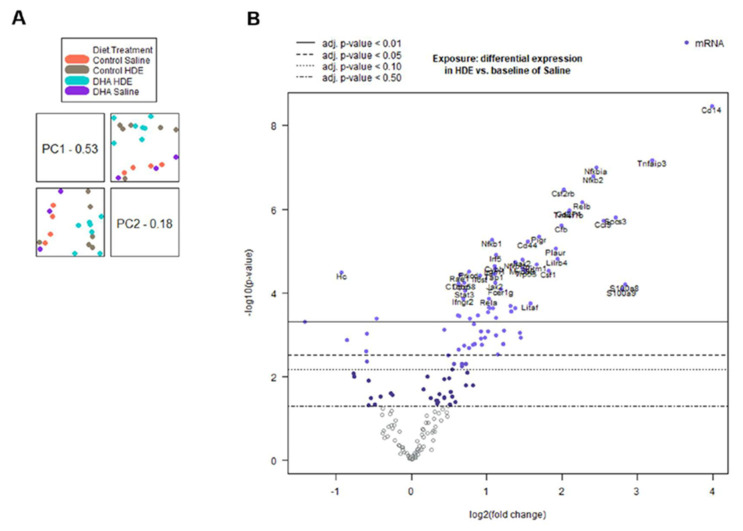
Principal component analysis and volcano plot of all 20 normalized samples. (**A**) Principal component analysis (PCA) and PCA scores displaying an overall strong clustering of related biological sample replicates for all 20 samples. (**B**) Volcano plot of expressed genes for the interaction between HDE and saline exposure among all 20 samples. *p*-value for volcano plot displayed as adjusted *p*-value.

**Figure 6:**
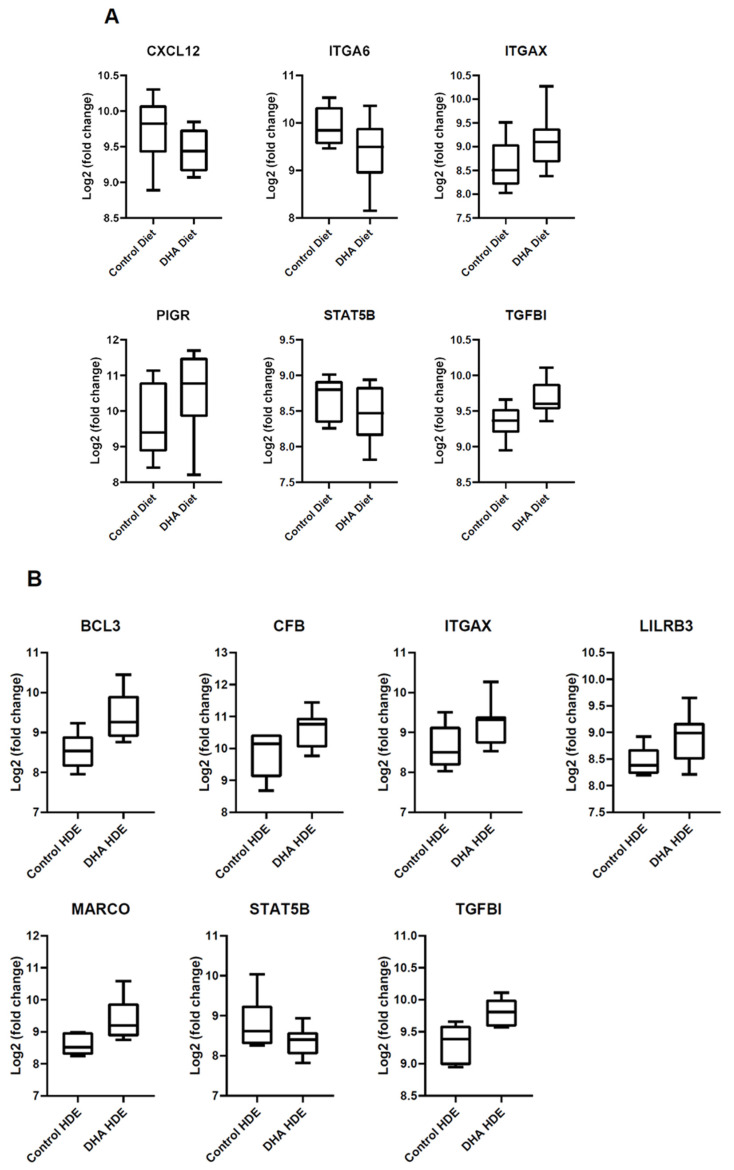
Box plots representing statistically significant (*p* ≤ 0.05) alterations in gene expression in HDE- or saline-challenged mice fed a high-DHA diet or control diet containing no DHA. Normalized Log2 values were exported from nSolver and plotted. (**A**) List of 6 genes that were significantly altered among all 20 DHA vs. control diet samples. (**B**) The 7 differentially regulated genes within the 13 DHA vs. control diet samples exposed to HDE.

**Figure 7:**
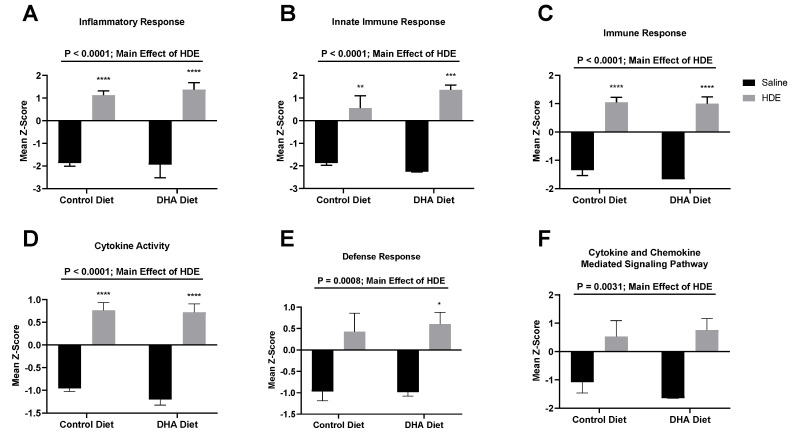
Expression changes in significantly altered pathways among all 20 DHA- vs. control-diet-fed mice. nSolver Advanced Analysis was performed to assess significant changes among pathway z-scores for various immunological pathways including inflammatory response (**A**); innate immune response (**B**); immune response (**C**); cytokine activity (**D**); defense response (**E**); and cytokine and chemokine-mediated signaling pathway (**F**). A major effect for HDE vs. saline exposure is indicated by the top significance bars and *p*-values. The * symbol above the HDE bars represents *p* < 0.05 versus all saline-treated conditions; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 8:**
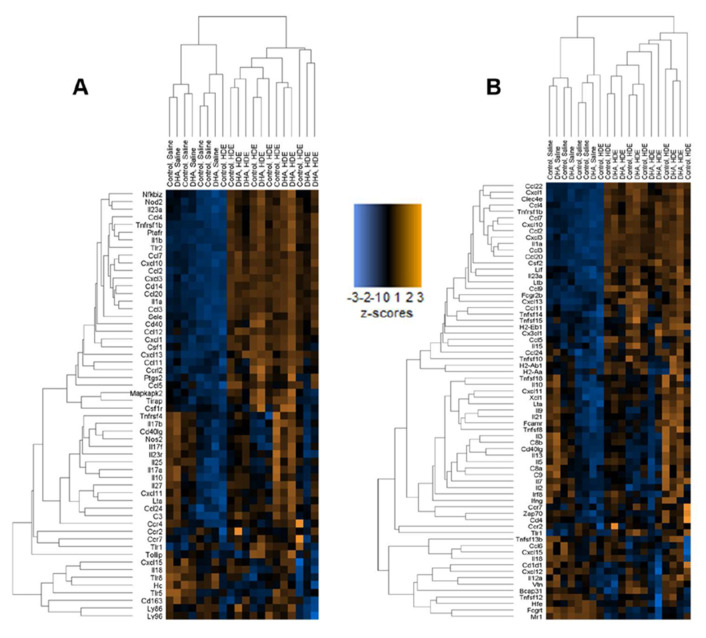
Hierarchal clustering shown by heat maps related to inflammation for all 20 normalized samples. (**A**) Heat map showing clustering of genes related to the inflammatory response. (**B**) Immune response heat map showing altered genes among all 20 samples.

**Table 1:** Mean ratio of omega-6 polyunsaturated fatty acids (PUFAs) to omega-3 PUFAs in blood of mice fed a high-DHA diet or control (no DHA) diet for 4 weeks and challenged with saline or HDE.

Experimental Group	Omega-6 PUFA/Omega-3 PUFA Ratio (95% CI)	*p*-Value *
**Control Diet, Saline**	6.20: 1 (3.58:1–8.82:1)	--
**Control Diet, HDE**	7.38:1 (4.91:1–9.85:1)	0.79
**DHA Diet, Saline**	2.34:1 (1.15:1–3.52:1)	0.039
**DHA Diet, HDE**	2.36:1 (1.40:1–3.31:1)	0.021

CI: Confidence interval; * *p*-values based on 2-way ANOVA with Tukey’s multiple comparisons post hoc analysis. Main effect of diet, *p* < 0.0001.

**Table 2:** Breakdown of differential expression for statistically significant genes from each experimental group.

Experimental Group	Number of Samples per Group	Differentially Regulated Genes		Total Number of Differentially Regulated Genes
		*Up*	*Down*	
DHA vs. Control Diet	20	3	3	6
HDE vs. Saline	20	94	16	110
DHA vs. Control Diet Exposed to HDE	13	6	1	7

**Table 3:** Fold regulation of expressed genes in DHA-related samples.

Gene Symbol	Fold Change In Each Data Set	
	DHA vs. Control Diet	DHA vs. Control Diet, Exposed to HDE
*BCL3*	^b^ Below Threshold	↑ 2.24
*CFB*	^a^ ↑ 1.48	↑ 1.57
*CXCL12*	↓ 1.41	^a^ ↓ 1.37
*ITGA6*	↓ 1.52	^a^ ↓ 1.40
*ITGAX*	↑ 1.31	↑ 1.47
*LILRB3*	^b^ Below Threshold	↑ 1.59
*MARCO*	^b^ Below Threshold	↑ 2.07
*PIGR*	↑ 1.44	^a^ ↑ 1.57
*STAT5B*	↓ 1.45	↓ 1.61
*TGFBI*	↑ 1.2	↑ 1.31

^a^ Denotes expression values were not significant (*p* > 0.05). ^b^ Denotes expression was below threshold (< 82 counts); could not assess.

**Table 4:** Fold regulation of expressed genes in diet/exposure groups compared to control diet + saline exposure group.

Gene Symbol	Fold Change/Regulation		
	Control Diet + HDE	DHA Diet + Saline	DHA Diet + HDE
*CFB*	↑ 3.66	^a^ ↑ 1.32	↑ 5.77
*CXCL12*	^a^ ↓ 1.35	^a^ ↓ 1.47	↓ 1.83
*ITGA6*	^a^ ↓ 1.37	^a^ ↓ 1.74	↓ 1.93
*ITGAX*	^a^ ↑ 1.01	^a^ ↑ 1.07	↑ 1.47
*PIGR*	↑ 2.89	^a^ ↑ 1.21	↑ 4.54
*STAT5B*	^a^ ↑ 1.03	^a^ ↓ 1.20	↓ 1.56
*TGFBI*	^a^ ↓ 1.08	^a^ ↑ 1.02	^a^ ↑ 1.06

^a^ Denotes expression values were not significant (*p* > 0.05).

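Among the genes tabulated against the control diet with saline, Pigr and Cfb rose with HDE on both diets. Pigr, which carries IgA across the epithelium, was at 400 ± 98.5 scaled counts in the reference group (SD, n = 4). It had a log2 fold change of 1.63 on the control diet with HDE (adjusted p = 0.0102 from edgeR) and of 2.28 on the DHA diet with HDE (adjusted p = 5.06e-04), and of 0.45 on the DHA diet with saline (adjusted p = 0.994). Cfb, a protease of the alternative complement pathway, rose by 1.81 (adjusted p = 0.0159) and 2.49 (adjusted p = 0.00111) with HDE on the control and DHA diets, the first of which did not pass without replicate 3 (1.64) or 4 (1.59) of the control diet with saline, and stood at 0.48 (adjusted p = 0.994) on the DHA diet with saline. On the DHA diet with saline the values of Pigr and Cfb both turned their sign without some single mice. The other 5 genes did not pass adjustment in any of the 3 comparisons. The paper marks these genes by an unadjusted p of at most 0.05, a looser threshold. On the DHA diet with HDE 161 genes passed that threshold by edgeR and 139 passed adjustment. A gene that missed adjustment here may therefore still pass at the paper's threshold. On the DHA diet with HDE, Cxcl12 had a log2 fold change of -0.67 (adjusted p = 0.0780), Tgfbi of 0.43 (adjusted p = 0.0946), Itga6 of -0.67 (adjusted p = 0.126), Itgax of 0.68 (adjusted p = 0.126) and Stat5b of -0.41 (adjusted p = 0.322). On the control diet with HDE the values were -0.33 for Cxcl12, -0.03 for Tgfbi, -0.31 for Itga6, 0.06 for Itgax and 0.15 for Stat5b. On the DHA diet with saline they were -0.45, 0.08, -0.67, 0.16 and -0.11 in that order. Under TMM, Cxcl12 (-1.27), Itga6 (-1.36) and Stat5b (-0.99) passed adjustment on the DHA diet with HDE and Tgfbi stood at -0.12, and with cartridge as a block Itgax (0.63, adjusted p = 0.0266) passed.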

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/8/2334/s1. Figure S1: Initial and Final weights of mice fed a control diet or high DHA diet for 4 weeks.

# Supplementary material for: A High Docosahexaenoic Acid Diet Alters the Lung Inflammatory Response to Acute Dust Exposure
**Source:** Nutrients. 2020 Aug 4;12(8):2334. doi: 10.3390/nu12082334
**Supplement:** Supplementary file 1

SUPPLEMENTAL DATA

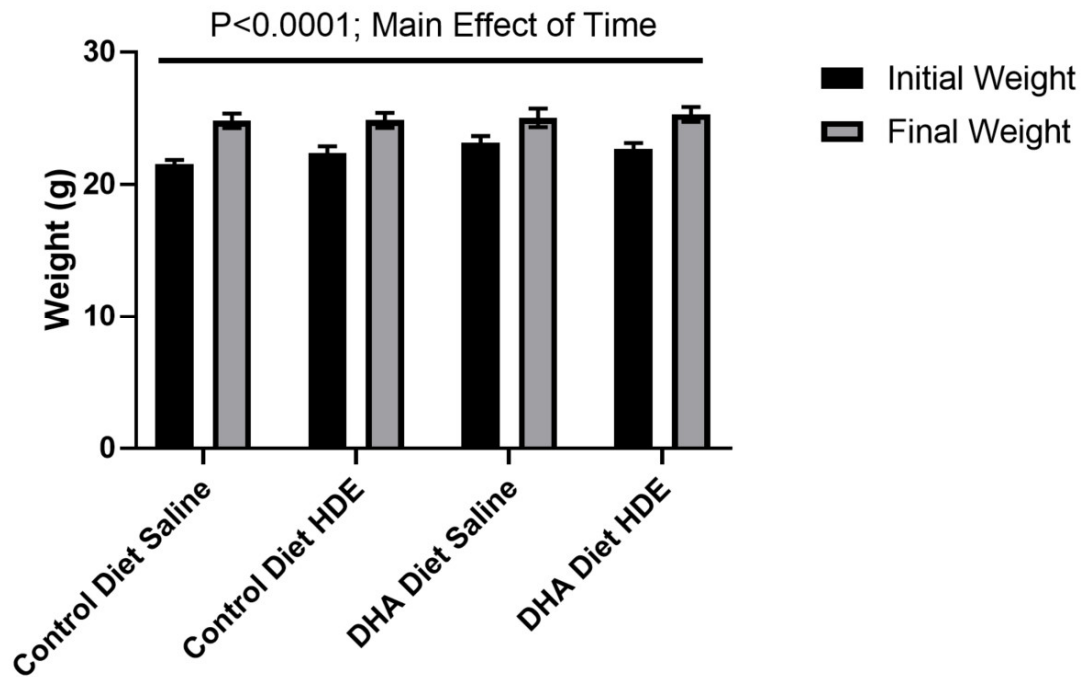

Figure S1. Initial and Final weights of mice fed a control diet or high DHA diet for 4 weeks. A significant main effect of time was identified ($p < 0.0001$), with mice in all experimental groups gaining weight over the 4-week period. There were no significant impacts of diet/HDE treatment on animal weights.

How the deposited data were processed for this re-analysis (not part of the article)

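Left lung RNA of 20 mice, 4 on the control diet with saline, 6 on the control diet with HDE, 3 on the DHA diet with saline and 7 on the DHA diet with HDE, was measured on the NanoString mouse Immunology panel. Groups were taken from the sample labels and the paper. The authors read the panel on an nCounter Sprint profiler, exported raw counts per probe and lane from nSolver and deposited them with no background subtracted. The deposited normalized values, treated here as a signal because they are no longer whole counts, are the authors' raw counts times 1 factor per lane, which brings the geometric mean of Oaz1, Ppia, Rpl19 and Eef1g to the same value in each lane. The 280 values of control probes were equal in both deposited tables. Of the 547 endogenous probe names, 531 equalled a symbol of the reference table, and the other names were used as deposited. No column of the tables was left unused. Raw counts over the endogenous probes ranged from 123536 to 684074 per mouse. By chi-square values of their counts no 2 lanes matched to within counting noise, which cannot exclude 1 lung measured in 2 separate hybridizations.

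Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Raw counts were scaled by the 4 housekeeping genes, and genes with a mean scaled count of at least 82 over the mice of a comparison were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The adjusted threshold was 0.05, and counts at an unadjusted p of at most 0.05 are given beside it because the paper used that threshold. Exposure and diet over the 20 mice came from a model with both factors, diet over the 13 mice given HDE from a model of those mice, and contrasts against the control diet with saline and the interaction from a model of the 4 groups. Principal components and list scores were computed from log2(scaled count + 1), and differences were tested by two-sided exact permutation within diets or within exposures. In all, 24 gene lists for pathways and cell types were fixed before the data were examined, and fry and camera (preset correlation 0.01) were run on them. Values of the paper's tables and figures, which come from the same mice, had been seen when the plan was written.

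The genes named in the text were set by a rule written before the data were examined, when values of the paper's tables and figures had been seen. They are the genes the paper names that are on the panel (28, of which 27 were tested), the 12 higher and 8 lower genes with the smallest p for HDE, the 5 per direction with the smallest p for each diet comparison and the interaction, and up to 4 per list. Genes named beyond this rule as members of a small count or of the thymus group were chosen after their values were seen. Not every gene taken by the rule is named in the text, and 1 is not reported here. All of them stayed in the tests and gene lists.

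The pipeline was tested on simulated counts with known changes in many genes. Of the genes tested, 225 of 355 were unchanged for exposure, 215 of 354 for diet over the 20 mice and 236 of 364 over the 13. Genes were drawn independently, without cartridge differences or outlying mice. Changes were set up and down in equal numbers, and the housekeeping probes were drawn with almost no spread between mice. Errors of the scaling and a response mostly in 1 direction were thus not simulated. The shares called are therefore not the power in the real mice. For exposure the pipeline called 50%, 78.9% and 100% of genes changed 1.5-fold, 2-fold and 4-fold and 1.33% of unchanged genes. For diet over the 20 mice it called 39.5%, 78.6% and 100% and 0.465% of unchanged genes, and over the 13 mice 15%, 45.7% and 92.9% and 1.27%. Alternatives were another scaling (TMM, all 14 housekeeping probes), DESeq2 with 2 kinds of size factors, limma on the deposited normalized values, subtraction of the mean plus 2 SD of the negative controls with a floor of 1, an ordinary linear model, other count filters (82 in every mouse, a mean of 20, none), cartridge as a block and each cartridge alone, other models and scores, and each mouse left out in turn. Labels were also regrouped in up to 100 splits per comparison with seed 1. The paper's pathway membership in nSolver is not in the sources used here, so its pathway scores were not recomputed.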

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

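The rule for a mouse far from the rest of its group was set before the data were examined, and the tests of explanations and the splits of the samples were written after the results had been seen. A mouse was listed when its distance to the nearest mouse of its group, divided by the range of the group, was past Dixon's 95% critical value. Of 402 groups of 4 to 7 mice tested, 68 were past it, where 20.1 are expected by chance at 1 in 20. Of these, 53 were replicate 6 of the control diet with HDE, always as the lowest mouse of its 6. The genes are not independent of each other, and the ratio of gap to range is given for each. Among chemokines it was 0.831 for Ccl2, 0.789 for Ccl20, 0.698 for Cxcl3, 0.794 for Ccl3, 0.771 for Cxcl1, 0.796 for Cxcl10, 0.775 for Ccl22 and 0.870 for Ccl11. For cytokines and their receptors and antagonists it was 0.837 for Il1b, 0.775 for Il1a, 0.689 for Il6, 0.713 for Tnf, 0.689 for Il1rn, 0.676 for Tnfrsf1b, 0.689 for Csf2rb, 0.766 for Csf3r and 0.670 for Cxcr2. Among receptors for microbial products and lipids it was 0.697 for Cd14, 0.717 for Clec4e, 0.677 for Clec5a, 0.655 for Trem1, 0.695 for Marco, 0.696 for Msr1, 0.673 for Lilrb3 and 0.819 for Ptafr. In NF-κB and cytokine signalling it was 0.788 for Tnfaip3, 0.728 for Nfkbia, 0.718 for Nfkb2, 0.715 for Relb and 0.730 for Socs3. For adhesion, costimulation, antigen presentation and interferon genes it was 0.693 for Sele, 0.756 for Vcam1, 0.648 for Cd44, 0.748 for Cd80, 0.819 for Cd83, 0.697 for Cd86, 0.783 for H2-Q10, 0.760 for Tap1 and 0.650 for Ifitm1. For list scores it was 0.789 for chemokines, 0.626 for proinflammatory cytokines, 0.655 for NF-κB factors and their feedback inhibitors, 0.692 for interferon-induced genes, 0.725 for MHC class I presentation, 0.683 for JAK-STAT signalling and SOCS, 0.668 for adhesion molecules and integrins, 0.832 for M1-associated macrophage genes, 0.726 for M2-associated macrophage genes, 0.644 for neutrophil markers, 0.909 for monocyte markers, 0.690 for dendritic cell markers and 0.751 for eosinophil and type 2 genes, and 0.873 for the score on the first principal component.

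Replicate 2 of the control diet with saline stood apart for Ccl2 (highest, 0.884), Nox4 (lowest, 0.842) and Irf1 (lowest, 0.854). Replicate 4 of the control diet with HDE stood apart for Cd79b (lowest, 0.681) and H2-DMa (lowest, 0.627). Replicate 3 of the control diet with HDE stood apart for Tcf7 (highest, 0.708), Ccl25 (highest, 0.685), Cd9 (lowest, 0.732) and Cd2 (highest, 0.706). Replicate 7 of the DHA diet with HDE stood apart for Tcf7 (lowest, 0.609) and Cxcl12 (lowest, 0.591). Replicate 1 of the control diet with saline stood apart for Ccbp2 (highest, 0.899), MHC class I presentation (highest, 0.859) and lung epithelial and endothelial genes (highest, 0.924). Replicate 6 of the DHA diet with HDE stood apart for Cd4 (lowest, 0.579). Rag1 at 5054.5 and Ccl25 at 1241 scaled counts in replicate 3 of the control diet with HDE were above every other mouse, and the paper does not discuss either gene.

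Replicate 3 of the control diet with HDE had thymus-type transcripts, with 16 of 16 genes of a list made after these genes were seen at their highest among the 13 HDE mice. Mature T cells or a lymph node alone are argued against by Rag1, which developing lymphocytes use and which was 14.0 times that of the next HDE mouse, while a lymph node beside other tissue stays open, since the B cell score of 0.765 was above the other mice of its group (at most -0.095) and within the range of all other HDE mice (up to 0.830). Of 8 further genes abundant in thymus, 6 were highest in replicate 3, which is consistent with thymus tissue in the dissected lung, while Cd24a was below the median of the other HDE mice and of the 5 genes outside the T cell list 3 were highest. Stat5b had a log2 fold change by diet of -0.19 without replicate 3 against -0.55 with it, so that its diet difference may come from the same tissue. Whether DHA also lowers these genes cannot be told apart, since without replicate 3, and with the genes of the 13-mouse test kept, 13 of 13 were below 0 but only 1 at an unadjusted p of at most 0.05, while with the count minimum applied anew 5 of them were tested and 0 passed, and without replicates 2 to 4 Lck stood at 0.42.

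Replicate 6 of the control diet with HDE lay inside or below the saline range in 24 of 24 lists. A swap with a saline mouse of these 20 needs a saline mouse at HDE levels. On the first principal component 0 of the 7 lay among the other 12 HDE mice. The gap between them was 9.55, against an SD of 5.59 of the saline mice within diets. By the chemokine score 0 also lay there, but the gap of 0.251 was within the SD of 0.274. The component was put in place of the chemokine score after both had been seen. A swap is thus argued against by the component, while the chemokine score leaves it open. Much RNA in the lane was weighed by the HDE mouse with the next highest housekeeping count, replicate 6 of the DHA diet with HDE. Its chemokine score of -0.11 was the lowest of the other HDE mice but above every saline mouse (at most -0.36). A score above every saline mouse had been set to count against much RNA. The gap of 0.251 was within the saline SD of 0.274. On the first principal component that mouse scored 0.63, above every saline mouse (at most -8.92). Both values rest on 1 mouse, so that much RNA in the lane stays open. Little HDE reaching this lung, or a wrong label without a partner among these mice, may account for the saline levels, but in 18 lists the score was below every saline mouse, as were Fcgrt (269 against 317 scaled counts) and Nox4 (573 against 585), and the scaled total of 159039 was below the lowest saline total of 193363. The explanations left open cannot be told apart with 1 mouse, and no biological explanation was tested.

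More genes were higher than lower after HDE when counts were scaled by the 4 housekeeping genes. If these 4 fell after HDE, the 10 other housekeeping probes would stand above 0, and their median log2 fold change was 0.095 (bootstrap SD 0.27), with 5 of 10 above 0. If TMM centred a panel of immune genes that mostly rise, these probes would fall below 0 under TMM, and their median was -0.40 (bootstrap SD 0.27), with 8 of 10 below 0. With this spread and a shift of 0.50 between the scalings, the 10 probes leave both explanations open, and they cannot be told apart. A rise of most panel genes with HDE, which the design names, stays open.

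For HDE against saline, 1 of 100 splits of the mice, the real one, reached 170 genes and the highest other gave 96. With 100 of 25200 possible splits drawn, this puts chance at about 1 in 100 and no lower. For the DHA diet with HDE against the control diet with saline, 1 of 100 splits, out of 330 possible, reached the real 139 genes. The highest other gave 27, which puts chance at about 1 in 100 there too. On the control diet with HDE these splits cannot decide on chance. There 5 of 100 splits reached the real 93 genes and the highest other gave 168. Replicate 6 of that group scored -23.3 on the first principal component, among the saline mice. A split that sets it with the saline mice may therefore call more genes than the real one. Without this mouse 144 genes were higher, against 90 with it. The splits were also not made within cartridges. For the diet chance cannot be excluded over the 20 mice, where 43 of 100 splits reached the real 14 genes and the highest other gave 132. Nor can it over the 13, where 41 of 100 reached the real 17 and the highest other gave 161. The DHA diet with saline had 1 gene, reached by 25 of 35 splits with 59 as the highest other, and the interaction had 9, reached by 37 of 100 with 88 as the highest other, so that chance cannot be excluded for either. Why some splits called several times the real count was not tested.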

How the results depend on the processing

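The alternatives without replicates 3 and 6, or 2 to 4, of the control diet with HDE were chosen after seeing the data, and the others were set before the data were examined. Genes are counted at an adjusted p under 0.05 after HDE and on either diet with HDE against the control diet with saline, and at an unadjusted p of at most 0.05 for the diet comparisons, the DHA diet with saline and the interaction. Outside single mice left out, 295 of the values and counts that answer a comparison kept their direction and side of the threshold or stayed within 1.5 times, 102 moved and 1 came to pass. Of the values of named genes, 2375 kept both, 101 lost a call, 55 gained one and 47 turned their sign. With single mice left out, 517 values and counts stayed and 55 moved, and for named genes 3224 stayed, 43 lost a call, 11 gained one and 16 turned. For HDE against saline more genes were higher than lower under each alternative run, while the numbers of lower genes depended on the scaling. Requiring 82 counts in every mouse left fewer genes to test (210), and the cartridges held fewer mice. Cartridge 2 held 1 mouse of the DHA diet with saline, assumed in its fits to vary like the other groups, so that its values for that group and for the interaction rest on 1 mouse. Its list scores had 60 arrangements, and at least 9 of the 24 lists would have to reach the smallest p these allow (0.0167) to pass adjustment. The cause was not tested for the other changes. No paired analysis was possible because the labels do not number the mice, and replicate numbers only tell mice of a group apart. The 3 experimental sets that the paper names were not blocked either, since the set of each mouse is not given in the sources used here. In simulated counts the test called 50% of the genes changed 1.5-fold by exposure, 39.5% by diet over the 20 mice and 15% by diet over the 13, so that part of the diet differences of that size would be missed with this number of mice. Many genes changed in the simulation, and with few changed genes the adjustment is stricter and more would be missed. Genes such as Il10 that stayed under the count minimum were not tested.

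Under TMM there were 94 lower after HDE, 9 higher and 17 lower for the diet over the 20 mice, 23 lower for the diet over the 13 mice given HDE and 14 lower on the control diet with HDE. It also gave 0 higher and 1 lower on the DHA diet with saline, 81 lower on the DHA diet with HDE and 2 higher for the interaction. The sign of the log2 fold change turned after HDE for Itgax (-0.20), Tgfbi (-0.34), Ccr7 (-0.22), Cd244 (-0.16), Crlf2 (-0.30), Kit (-0.25) and Muc1 (-0.026), on the control diet with HDE for Itgax (-0.30) and Stat5b (-0.25), on the DHA diet with HDE for Tgfbi (-0.12). Among the 24 list scores, 3 were lower after HDE. DESeq2 with its own size factors found 94 lower after HDE, 13 higher for the diet over the 20 mice, 12 higher for the diet over the 13 mice given HDE and 24 lower on the control diet with HDE. It also gave 1 lower on the DHA diet with saline, 77 lower on the DHA diet with HDE and 2 higher for the interaction. For the diet over the 13 mice, 3 passed as lower after adjustment. The sign of the log2 fold change turned after HDE for Itgax (-0.19), Tgfbi (-0.34), Ccr7 (-0.21), Cd244 (-0.15), Crlf2 (-0.28), Kit (-0.23) and Muc1 (-0.022), on the control diet with HDE for Itgax (-0.31) and Stat5b (-0.25), on the DHA diet with HDE for Tgfbi (-0.10). With the housekeeping genes DESeq2 found 9 higher for the diet over the 13 mice given HDE and 2 higher on the DHA diet with saline. For the diet over the 13 mice, 1 passed as lower after adjustment. Scaling by all 14 housekeeping probes gave 2 higher for the diet over the 20 mice, 0 higher on the DHA diet with saline, 18 lower on the DHA diet with HDE and 2 higher for the interaction. With limma on the deposited normalized counts there were 8 higher and 2 lower for the diet over the 20 mice, 1 lower for the diet over the 13 mice given HDE, 43 higher on the control diet with HDE and 0 lower for the interaction. After background subtraction limma gave 4 lower for the diet over the 20 mice, 3 lower for the diet over the 13 mice given HDE, 55 higher on the control diet with HDE and 0 higher and 3 lower on the DHA diet with saline. It also gave 5 higher and 0 lower for the interaction. An ordinary linear model gave 1 lower for the diet over the 20 mice, 0 lower for the diet over the 13 mice given HDE, 28 higher and 1 lower on the control diet with HDE and 0 higher and 0 lower for the interaction. When 82 counts were required in every mouse there were 87 higher after HDE, 2 higher and 1 lower for the diet over the 20 mice, 2 higher and 0 lower for the diet over the 13 mice given HDE and 38 higher on the control diet with HDE. It also gave 0 higher on the DHA diet with saline, 76 higher on the DHA diet with HDE and 0 higher and 0 lower for the interaction. A minimum mean of 20 counts gave 20 lower for the diet over the 13 mice given HDE. Without a count filter there were 16 lower for the diet over the 20 mice and 20 lower for the diet over the 13 mice given HDE. Among the 24 list scores, 6 were higher after HDE. With cartridge as a block there were 6 lower for the diet over the 20 mice, 6 lower on the control diet with HDE and 2 higher for the interaction. The sign of the log2 fold change turned on the control diet with HDE for Tgfbi (0.0081). Cartridge 1 alone gave 9 lower after HDE, 2 higher and 0 lower for the diet over the 20 mice, 2 higher and 1 lower for the diet over the 13 mice given HDE and 51 higher on the control diet with HDE. It also gave 5 lower on the DHA diet with HDE and 0 higher and 1 lower for the interaction. The sign of the log2 fold change turned after HDE for Itga6 (0.046), for the diet over the 13 mice given HDE for Cxcl12 (0.071), on the control diet with HDE for Stat5b (-0.15) and Tgfbi (0.046), on the DHA diet with saline for Itgax (-0.024), Stat5b (0.042) and Tgfbi (-0.071). On cartridge 2 alone there were 26 higher and 0 lower after HDE, 1 higher and 1 lower for the diet over the 20 mice, 2 higher and 6 lower for the diet over the 13 mice given HDE and 0 higher and 0 lower on the control diet with HDE. It also gave 0 higher and 1 lower on the DHA diet with saline, 0 higher and 0 lower on the DHA diet with HDE and 0 lower for the interaction. Log2 fold changes turned their sign after HDE for Stat5b (0.15), Cmklr1 (0.055), Pax5 (0.32) and Gzma (0.11), on the DHA diet with saline for Cxcl3 (-0.21), Tgfb3 (-0.25), Cfb (-0.024) and Pigr (-0.64). Among the 24 list scores, 0 were higher after HDE. In the model of the 4 groups there were 9 higher for the diet over the 13 mice given HDE. Without replicates 3 and 6 of the control diet with HDE there were 2 higher and 3 lower for the diet over the 20 mice, 2 higher and 2 lower for the diet over the 13 mice given HDE, 2 higher on the DHA diet with saline and 0 lower for the interaction. The sign of the log2 fold change turned on the control diet with HDE for Stat5b (-0.17) and Tgfbi (0.13), for the interaction for Cfb (-0.12). Among the 24 list scores, 18 were higher after HDE. Without replicates 2 to 4 of that group there were 8 higher and 0 lower for the diet over the 20 mice, 11 higher and 0 lower for the diet over the 13 mice given HDE, 29 higher and 0 lower on the control diet with HDE and 0 lower for the interaction. Log2 fold changes turned their sign for the diet over the 20 mice for Lck (0.30), for the diet over the 13 mice given HDE for Lck (0.42), Cxcl12 (0.018), Stat5b (0.085) and Cxcr4 (0.10), on the control diet with HDE for Stat5b (-0.49) and Tgfbi (0.063), for the interaction for Lck (0.27). Among the 24 list scores, 5 were higher after HDE and 1 were lower after HDE. With an estimated correlation camera called 0 lists after HDE and 0 for the diet. With genes scaled to unit variance the difference of the second principal component between exposures was 6.75 and passed its test.

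With single mice left out, the genes lower after HDE ran from 9 to 20 (without replicate 3 of the DHA diet with saline and without replicate 1 of the DHA diet with HDE). The genes higher for the diet over the 20 mice ran from 2 to 12 (without replicate 2 of the DHA diet with saline and without replicate 3 of the DHA diet with saline). The genes lower for the diet over the 20 mice ran from 1 to 15 (without replicate 3 of the control diet with HDE and without replicate 6 of the control diet with HDE). The genes higher for the diet over the 13 mice given HDE ran from 2 to 11 (without replicate 3 of the DHA diet with HDE and without replicate 1 of the control diet with HDE). The genes lower for the diet over the 13 mice given HDE ran from 0 to 17 (without replicate 3 of the control diet with HDE and without replicate 4 of the DHA diet with HDE). The genes higher on the control diet with HDE ran from 33 to 144 (without replicate 4 of the control diet with saline and without replicate 6 of the control diet with HDE). The genes lower on the control diet with HDE ran from 1 to 6 (without replicate 1 of the control diet with saline and without replicate 7 of the DHA diet with HDE). The genes higher on the DHA diet with saline ran from 0 to 2 (without replicate 2 of the control diet with saline and without replicate 1 of the control diet with saline). The genes lower on the DHA diet with HDE ran from 6 to 13 (without replicate 1 of the DHA diet with HDE and without replicate 3 of the DHA diet with HDE). The genes higher for the interaction ran from 0 to 2 (without replicate 1 of the control diet with saline and without replicate 1 of the control diet with HDE). The genes lower for the interaction ran from 0 to 11 (without replicate 3 of the control diet with HDE and without replicate 6 of the control diet with HDE). The lists higher after HDE ran from 9 to 18. Log2 fold changes that turned were as follows for single mice left out. Stat5b after HDE ran from -0.26 to 0.011. Itgax on the control diet with HDE ran from -0.17 to 0.25. Stat5b on the control diet with HDE ran from -0.22 to 0.25. Tgfbi on the control diet with HDE ran from -0.10 to 0.043. Tgfb3 on the DHA diet with saline ran from -0.15 to 1.12. Cfb on the DHA diet with saline ran from -0.65 to 0.93. Pigr on the DHA diet with saline ran from -0.13 to 0.80. Stat5b on the DHA diet with saline ran from -0.22 to 0.049. Cfb for the interaction ran from -0.25 to 1.33.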

Differences from the paper's values

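The settings named here were set before the data were examined, except where stated, and the paper's counts use an unadjusted p of at most 0.05. For the diet over the 20 mice, the paper reports 3 lower genes and 6 changed genes in all, and 10 and 14 were found here. For lower genes, limma on the deposited normalized counts (2) and limma after background subtraction (4) came within 1.5 times of the paper's count. For all changed genes, background subtraction (9), an ordinary linear model (6), cartridge as a block (9) and leaving out replicate 3 of the control diet with HDE (4) did. For HDE against saline, the paper reports 94 higher genes and 110 changed genes, and 167 and 191 were found here. The higher genes came within 1.5 times of the paper's under TMM (114), DESeq2 with its own size factors (117), 82 counts in every mouse (98) and cartridge 2 alone (129). All changed genes did so with 82 counts in every mouse (115), cartridge 1 alone (157) and cartridge 2 alone (139). For the diet over the 13 mice given HDE, the paper reports 1 lower gene and 7 changed genes, and 13 and 17 were found here. Lower genes numbered 1 with limma on the deposited normalized counts and 1 on cartridge 1 alone. All changed genes numbered 6 with that limma test, 8 after background subtraction, 6 with an ordinary linear model and 8 on cartridge 2 alone. The paper's fold change of Tgfbi on the DHA diet with HDE is 1.06, and 1.35 was found here, with 1.20 when scaled by all housekeeping probes and 1.25 on cartridge 2 alone. The share of variance of the second principal component is about 0.18 in Figure 5A, read by eye, and was 0.0813 here, or 0.143 with genes scaled to unit variance. Leaving out replicates 3 and 6 of the control diet with HDE, a setting chosen after seeing the values, gave 3 lower and 5 changed genes for the diet over the 20 mice and dropped Pigr and Tgfbi, 2 genes the paper calls. Leaving out replicates 2 to 4 of that group, also chosen after seeing the values, gave 8 changed genes there and dropped both of these genes as well, so that 2 of the paper's were lost. For HDE against saline that setting, chosen after seeing the values, gave 136 higher and 162 changed genes, within 1.5 times of the paper's, and dropped 0 of the 10 genes legible in Figure 5B, which edgeR called at the unadjusted threshold in both settings. Under the other alternatives set before the data were examined these values still differed.

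The paper calls Itgax, Cxcl12, Itga6 and Stat5b for the diet over the 20 mice, and here they did not pass the unadjusted threshold, while Pigr and Tgfbi did. Itgax passed it after background subtraction, with diet as the only factor, and without any 1 of replicate 1 of the control diet with saline, replicate 1 of the control diet with HDE, replicate 3 of the DHA diet with saline or replicates 5 and 6 of the DHA diet with HDE. Cxcl12 passed under TMM, with all housekeeping probes, with DESeq2 and its own size factors and without replicate 6 of the control diet with HDE, and Stat5b under the first 3 of these. Itga6 passed under the same 3 scalings, with limma on the deposited normalized counts, after background subtraction and with an ordinary linear model. It also passed without single mice, namely replicate 2 of the control diet with saline, replicates 2 and 6 of the control diet with HDE or replicates 4 and 5 of the DHA diet with HDE. Without replicates 3 and 6 of the control diet with HDE, a setting chosen after seeing the values, Itga6 passed as well, and Pigr and Tgfbi, 2 genes the paper calls, did not.

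For the diet over the 13 mice, Bcl3, Marco and Tgfbi passed the unadjusted threshold as in the paper, and Lilrb3, Cfb, Itgax and Stat5b, which the paper calls, did not. Lilrb3 passed under TMM, both DESeq2 settings, limma on the deposited normalized counts, background subtraction, an ordinary linear model, 82 counts in every mouse and the model of the 4 groups. It also passed without replicate 1 of the control diet with HDE and without replicate 2 or 6 of the DHA diet with HDE. Cfb passed in both DESeq2 settings and without replicate 5 of the DHA diet with HDE. Itgax passed with DESeq2 on the housekeeping genes, in the model of the 4 groups, without replicate 1 of the control diet with HDE and without replicate 5 or 6 of the DHA diet with HDE. Stat5b passed under TMM, with all housekeeping probes and with DESeq2 and its own size factors. The paper states that Bcl3, Lilrb3 and Marco were below 82 counts in all saline mice, and here 6, 1 and 1 of 7 saline mice were below 82 raw counts. The paper describes clear clusters by exposure in the principal component plot, and here 1 HDE mouse, replicate 6 of the control diet, scored -23.3 on the first component, among the saline mice.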

Other observations

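The values in this part come from comparisons planned before the data were examined, and the settings without replicates 3 and 6 of the control diet with HDE were chosen after the result was seen. In cell type lists not described above, part of the dendritic cell, monocyte and type 2 markers were higher after HDE. Of 6 dendritic cell markers, 3 were higher (3 adjusted over the list alone), Cd83, Ccl22 and the costimulatory ligand Cd86 with a log2 fold change of 1.03 (standard error 0.27, adjusted p = 0.00338 from edgeR). Of 10 monocyte markers, 3 were higher and 1 lower (3 and 1 adjusted over the list alone), the higher ones being Cd14, the urokinase receptor Plaur (3.88-fold) and the integrin chain Itgam (a log2 fold change of 1.42), and the lower one the fatty acid transporter Cd36. Of 6 eosinophil and type 2 genes, 3 were higher (3 adjusted over the list alone), the eotaxin Ccl11 (1.71), the interleukin-4 receptor chain Il4ra (1.24) and the alarmin Il33 (0.94). Of 2 mast cell and basophil markers, 1 was higher, the Fc receptor chain Fcer1g (1.21), and of 4 NK and cytotoxic cell markers, 1 was higher, Ccl5 (0.81), which did not pass when adjusted over the list alone or without any 1 of replicates 3 and 4 of the control diet with saline, 1 of the control diet with HDE or 3 of the DHA diet with saline (0.71 to 0.77). Under TMM the dendritic cell list had 3 genes higher and 1 lower, the monocyte list 3 and 4, and the type 2 list 2 and 1. On cartridge 2 alone 1 of 6 dendritic cell, 1 of 10 monocyte, 0 of 7 type 2, 0 of 2 mast cell and 0 of 5 NK cell markers were higher by edgeR, with median log2 fold changes of 0.78, 0.24, 0.96, 0.82 and 0.14 against 0.67, 0.28, 0.60, 0.76 and 0.12 over both cartridges.

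No T or B cell marker tested passed as higher with HDE over the 20 mice. Their median log2 fold changes were 0.59 for T cell and -0.12 for B cell markers. The 8 T cell markers tested did not pass adjustment by edgeR, 1 was lower under TMM, and without replicates 3 and 6 of the control diet with HDE 1 of 5 was lower. The T cell list score was 3.11 in replicate 3 of the control diet with HDE against at most 1.05 in the other HDE mice. On the control diet with HDE against saline, 3 of the 8 were higher. Of 7 B cell markers, 2 were lower, Cd79b (-0.50) of the B cell receptor and Ms4a1 (-0.50), with 1 lower when adjusted over the list alone, and 7 were lower under TMM and 0 on cartridge 2 alone. Cd79b lost its call without replicate 3 of the DHA diet with saline (-0.42), and Ms4a1 without any 1 of the 3 mice of that group, replicate 1 of the control diet with saline, replicate 4 of the control diet with HDE or replicate 4 of the DHA diet with HDE (-0.50 to -0.42). The transcript of interleukin-6, a protein that the paper measured in lavage fluid, rose with HDE by 2.56 on the log2 scale (standard error 0.50, adjusted p = 3.16e-04 from edgeR). That of the migration inhibitory factor Mif had a log2 fold change of 0.81 (standard error 0.31, adjusted p = 0.0355) and of 0.31 under TMM. It did not pass under TMM, with DESeq2 and its own size factors, with an ordinary linear model, on either cartridge alone or without any 1 of replicates 3 and 4 of the control diet with saline, 2 and 3 of the control diet with HDE, 1 and 3 of the DHA diet with saline or 3 and 4 of the DHA diet with HDE (0.64 to 0.82).

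The 13 list scores that did not pass the exact permutation test for HDE differed as follows between HDE and saline mice. The difference was 0.82 for mast cell and basophil markers (exact test, adjusted p = 0.0936), 0.60 for pattern recognition genes (exact test, adjusted p = 0.0840) and 0.60 for eosinophil and type 2 genes. It was 0.56 for adhesion molecules, 0.56 for alveolar macrophage markers, 0.47 for monocyte markers and 0.46 for MHC class I genes. For complement it was 0.093, for MHC class II genes -0.060, for T cell markers 0.060, for B cell markers -0.47, for NK and cytotoxic cell markers 0.11 and for lung epithelial and endothelial genes 0.12.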
